# Comparative Transcriptome Analysis Unveils Regulatory Factors Influencing Fatty Liver Development in Lion-Head Geese under High-Intake Feeding Compared to Normal Feeding

**DOI:** 10.3390/vetsci11080366

**Published:** 2024-08-11

**Authors:** Jie Kong, Ziqi Yao, Junpeng Chen, Qiqi Zhao, Tong Li, Mengyue Dong, Yuhang Bai, Yuanjia Liu, Zhenping Lin, Qingmei Xie, Xinheng Zhang

**Keywords:** lion-head goose, transcriptome, high intake, feeding, fatty liver

## Abstract

**Simple Summary:**

The study’s findings on differential gene expression in lion-head geese under high-energy intake conditions could guide future research on the genetic basis of fatty liver. The identification of differentially expressed genes, including mRNAs, circRNAs, and lncRNAs, provides a foundation for understanding the molecular underpinnings of energy metabolism and fat deposition in the goose species. Understanding these genetic factors may inform targeted interventions for improved health and breeding strategies, with potential applications in poultry husbandry and comparative genomics.

**Abstract:**

The lion-head goose is the only large goose species in China, and it is one of the largest goose species in the world. Lion-head geese have a strong tolerance for massive energy intake and show a priority of fat accumulation in liver tissue through special feeding. Therefore, the aim of this study was to investigate the impact of high feed intake compared to normal feeding conditions on the transcriptome changes associated with fatty liver development in lion-head geese. In this study, 20 healthy adult lion-head geese were randomly assigned to a control group (CONTROL, n = 10) and high-intake-fed group (CASE, n = 10). After 38 d of treatment, all geese were sacrificed, and liver samples were collected. Three geese were randomly selected from the CONTROL and CASE groups, respectively, to perform whole-transcriptome analysis to analyze the key regulatory genes. We identified 716 differentially expressed mRNAs, 145 differentially expressed circRNAs, and 39 differentially expressed lncRNAs, including upregulated and downregulated genes. GO enrichment analysis showed that these genes were significantly enriched in molecular function. The node degree analysis and centrality metrics of the mRNA–lncRNA–circRNA triple regulatory network indicate the presence of crucial functional nodes in the network. We identified differentially expressed genes, including *HSPB9*, *Pgk1*, *Hsp70*, *ME2*, malic enzyme, *HSP90*, *FADS1*, transferrin, *FABP*, *PKM2*, *Serpin2*, and *PKS*, and we additionally confirmed the accuracy of sequencing at the RNA level. In this study, we studied for the first time the important differential genes that regulate fatty liver in high-intake feeding of the lion-head goose. In summary, these differentially expressed genes may play important roles in fatty liver development in the lion-head goose, and the functions and mechanisms should be investigated in future studies.

## 1. Introduction

Non-alcoholic fatty liver disease (NAFLD) is one of the most common chronic liver diseases, with a prevalence rate of around 25% globally [1]. A study spanning nearly 30 years has showed that the disease burden of NAFLD in the Chinese population has been rising significantly in recent years and is associated with multiple risk factors [2,3]. Research on fatty liver mainly consists of observing the clinical characteristics of mice after specific gene editing or studying the safety and efficacy of specific drugs for patients with NAFLD. Currently, clinical research on fatty liver patients is limited to mild symptoms and late-stage studies and, because of the complex, multidirectional pathophysiology involved in NAFLD, the perfect animal model representing the complete NAFLD spectrum in a workable time frame does not exist [4,5]. Interestingly, geese have a special fat deposition pattern and have a very high capacity for accumulating fat, which can cause the size of the liver to increase several times after overfeeding with a high-energy diet rich in carbohydrates. This distinctive genetic characteristic of the goose has been taken advantage of to produce foie gras. Research suggests that the fatty livers of geese produced by overfeeding have similar characteristics to human non-alcoholic fatty liver, and their serum enzyme levels are close to those of patients with NAFLD [6]. Other studies have shown that compared to other mammals, the inflammatory reaction and endoplasmic reticulum stress of geese are suppressed to some extent, indicating that geese may have protection for the liver and prevent serious diseases [7]. Therefore, through artificially controlling the filling feed, the growth of the liver can be controlled, which has good potential for research into the severity of fatty liver and as a model for human NAFLD [8].

At the same time, the nutritional value of fattened goose liver is very high. With the improvement of people’s living standards, the demand for fattened goose liver will gradually increase. The variety of goose is an important factor affecting fatty goose liver. Among different breeds of geese, lion-head geese, due to their large size and strong digestive capacity, are very conducive to feeding and producing liver, making them one of the most ideal varieties for producing fatty goose liver [9,10,11]. France is the world’s largest producer of foie gras. During the fattening process, breeders use artificial methods to insert a 15-cm-long tube into the goose’s esophagus, repeatedly filling it with feed and force-feeding, which rapidly increases the liver’s weight, size, and fat content. The production of foie gras, especially the force-feeding method, has long been a focal point of animal welfare controversy. This practice has been legally restricted or banned in some countries and regions. As public awareness of animal welfare increases and technology advances, the foie gras industry may continue to develop, and it is necessary to continuously improve production methods to reduce the negative impact on animals.

The ancestor of lion-head goose is the lion-head wild goose, which is the world’s largest goose species with the beautiful name of “World Goose King” [12,13]. It has a large head and tubercles so it is called the lion-head goose. At present, the main producing area of the lion-head goose is Chenghai District, Shantou City, Guangdong Province. After continuous selection and breeding, the current lion-head goose has the characteristics of fast growth, rough feeding, strong adaptability, and low environmental requirements [14]. The adult domestic geese from similar regions vary greatly in weight and size. The lion-head goose in Shantou, Guangdong Province, has a large body, a deep and wide head, and five large sarcomas on the front and side of the face [15]. The adult weight of the lion-head goose is 9~10 kg for males and 7.5~9 kg for females, and it grows rapidly and has rich muscles [16]. At present, there is no relevant research on the fatty liver of the lion-head goose. Therefore, the research on the fatty liver of the lion-head goose can not only find the key regulatory gene for the fatty liver of the lion-head goose when preserving the original excellent traits from breeding but also can effectively improve its economic benefits. The lion-head goose can become a good research model for different degrees of fatty liver in humans, providing a reference for the study of fat metabolism disorders in humans.

In this study, the lion-head geese populations in Shantou were selected for whole-transcriptome sequencing from their liver tissues. First, 716 differentially expressed mRNAs of liver between high-intake and normal feeding were identified by RNA-seq. Second, the relative expression differences between high-intake and normally fed geese of different mRNAs were analyzed by qRT-PCR. *HSPB9*, *Pgk1*, *Hsp70*, *ME2*, malic enzyme, *HSP90*, and *FADS1* were highly expressed in geese with high intake. Third, the critical lncRNA–mRNA–circRNA regulatory network of livers was constructed in the high-intake-fed and normally fed lion-head geese. This will help us to understand the molecular mechanism of fatty liver development in lion-head geese from transcriptomic perspectives.

## 2. Materials and Methods

### 2.1. Animal Samples

The lion-head geese were treated in accordance with the South China Agricultural University Committee of Animal Experiments and this was approved by the bioethics committee of ULPGC (SYXK2019-0136).

### 2.2. Animal Handling and Sample Collection

Twenty healthy adult lion-head geese at 120 days of age, which were purebred, were obtained from the Shantou Baisha Research Institute of Original Species of Poultry and Stock. Ten lion-head geese were randomly selected as the high-intake-fed group (labeled as CASE), while another ten lion-head geese were selected as the control group (labeled as CONTROL). The lion-head geese chosen for this study were raised in enclosed enclosures under the same environmental conditions, with each group in a separate dedicated isolator. After more than 10 generations of selective breeding, the lion-head geese involved in this study belonged to the same original population, with consistent body size and health status. All of the lion-head geese had free access to water at all times [17]. All of the geese were provided with the same diet consisting of 10% crude protein, 12% coarse fiber, 0.33~1% calcium, 0.25~0.8% water-soluble oxide, 0.55% lysine, 1.5% crude fat, 12% crude ash, 0.3~0.9% methionine, and 0.2% total phosphorus. However, the two groups differed in terms of daily feeding times. The control group had free access to the diet throughout the day and consumed an average of 356 g (energy level 5.08 MJ/Kg) of feed per day. The feeding procedure for the high-intake-fed group was similar to what is used in the industry to produce foie gras. The diet included rice boiled for 60 min and more. The birds were artificially force-fed twice a day for days 1~3, three times a day for days 4~6, four times a day for days 7~25, and three times on day 26. The meals were 200 g for days 1~3. The meals on day 4 were 300 g and fed every day until the end. On day 38, the day before the birds were sacrificed, all geese were deprived of feed overnight. There was a difference of 81.44 MJ in energy intake between the two groups for each goose. The geese at the end of the study were euthanized by the intravenous administration of sodium pentobarbital (100 mg/kg body weight). The body weight of each goose was recorded prior to euthanasia, including 10 female and 10 male lion-head geese. Liver weight and size were also recorded for each goose after euthanasia. 

### 2.3. Total RNA-Seq and Quality Control

Liver sample extracts from high-intake-fed lion-head geese and normally fed lion-head geese were randomly selected to make the libraries (3 biorepeats per group), and each library originated from the RNA of a single individual. Total RNA was extracted using the TRIzol reagent kit (Invitrogen, Carlsbad, CA, USA) in accordance with the manufacturer’s protocol. The concentration and purity of RNA were measured using the NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Wilmington, DE, USA), based on the OD ratio of 260/280, while the RNA concentration was quantified by fluorescence spectroscopy (Qubit 2.0) [18]. Subsequently, RNA integrity was evaluated using the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA) [19]. Samples with an average RNA integrity number (RIN) value of 7.59 (ranging from 7 to 8.6) were then sent to MingLead Gene (Guangzhou, China) for the generation of paired-end libraries [20]. All libraries were sequenced following Illumina’s protocols by MingLead Gene. MingLead Gene also performed standard quality control and filtering to remove low-quality reads, providing clean reads for subsequent analysis.

### 2.4. Preparing and Constructing cDNA Library

Total RNA was utilized as the input material for the RNA sample preparations. For the lncRNA libraries, mRNA was purified from total RNA using probes to remove rRNA [21]. Fragmentation was carried out using divalent cations under elevated temperature in First Strand Synthesis Reaction Buffer (5×). First-strand cDNA synthesis was performed using a random hexamer primer and M-MuLV Reverse Transcriptase (RNase H) [22]. Subsequently, second-strand cDNA synthesis was carried out using DNA Polymerase I and RNase H [22]. Any remaining overhangs were converted into blunt ends through exonuclease/polymerase activities. Following the adenylation of 3′ ends of DNA fragments, NEBNext Adaptor with a hairpin loop structure was ligated to prepare for hybridization [23]. To selectively isolate cDNA fragments ranging from 370~420 base pairs (bp) in length, library fragments were purified using the AMPure XP system (Beckman Coulter, Beverly, MA, USA). Subsequently, 3 µL of USER Enzyme (NEB, Ipswich, MA, USA) was used with the size-selected, adaptor-ligated cDNA at 37 °C for 15 min, followed by 5 min at 95 °C before PCR amplification. PCR was performed with Phusion High-Fidelity DNA polymerase, universal PCR primers, and Index (X) Primer. Finally, PCR products were purified (AMPure XP system), and the library quality was assessed using the Agilent Fragment Analyzer 5400 system [24]. 

### 2.5. Transcriptome Sequence Data Analysis

For sequencing, the Illumina HiSeqTM 4000 platform was employed, and the samples were sent to MingLead Gene Technology Co., Ltd. (Guangzhou, China). The raw data underwent quality filtering. Initially, reads containing adapters were excluded, followed by the exclusion of reads with N ratio exceeding 10%, reads with A bases, and low-quality reads (where the number of bases with a mass value Q ≤ 20 constituted more than 50% of the whole read) [25]. Subsequently, the short-read alignment tool Bowtie2 was utilized to classify and compare the reads with ribosomes. Unmapped reads were retained for subsequent transcriptome analysis [26]. Comparative analysis based on the goose genome was performed using the HISAT2 software [27]. Sample expression levels were determined using fragments per kilobase of transcript per million fragments mapped (FPKM), and the sample repeatability was assessed through principal component analysis [28,29].

### 2.6. lncRNA and Circular RNA Identification

To identify lncRNAs, quality control is performed using Fastp to ensure that the RNA sequencing data meet specified standards, including Q20 ≥ 40%, N bases <5, and read length ≥50. Subsequently, rRNA is removed from the data using Bowtie2, with RNACentral serving as the rRNA database. Following this, the processed data are aligned to the corresponding reference genome using Hisat2 to determine the position of RNA fragments on the genome [30]. Stringtie is then employed to assemble transcripts from the aligned data, identifying and stitching together all potential transcripts. To integrate transcript information from multiple samples, the merge parameter of Stringtie is applied for consolidation. Gffcompare is utilized to compare the assembled GTF file with the GTF annotation file of the reference genome, assessing the consistency of the assembled transcripts with known annotations. Ultimately, transcripts with potential lncRNA characteristics are identified through further analysis and filtering.

Following this, CIRIquant is utilized for alignment to the reference genome using Hisat2 and gene-level quantification is performed using Stringtie [31]. Simultaneously, circRNA identification is conducted by aligning with the reference genome using bwa-mem, and a circRNA reference sequence is constructed. The constructed circRNA sequence is then employed as the reference genome for another round of alignment with Hisat2, allowing the filtering of high-confidence reads originating from circular RNA. Subsequently, circRNA expression levels are quantified, and circRNA information is annotated. Differential analysis of circRNAs is carried out to select circRNAs with significant differences.

### 2.7. Analysis of Differentially Expressed Genes

Gene expression levels were quantified using FPKM. By comparing the FPKM values of genes, expression differences between the two groups were examined for both genes and transcripts [32]. Screening of differentially expressed gene condition was carried out based on a fold change >2 and a *p*-value <0.05 [33]. The sequencing data from the two groups were compared, and the differentially expressed mRNAs were visualized using the ggplot2 software package to generate volcano plots [34]. These plots illustrated the magnitude of expression differences and the statistical significance, providing an intuitive representation of the gene distribution.

### 2.8. Function Enrichment Analysis of DEGs

Gene Ontology analysis was conducted to assess the differential expression data using the HTseq software [35]. The R package edgeR was employed for the analysis of differential expression [36]. The identification of differentially expressed and target genes was carried out using KOBAS v2.0, employing a hypergeometric test [37,38]. Significantly enriched gene sets were determined based on a *p*-value threshold of <0.05.

### 2.9. Quantitative Real-Time PCR (qRT-PCR) Verification

RNAs were extracted from liver tissue samples of the 3 CASE groups and 3 CONTROL groups for qRT-PCR verification. cDNA synthesis was performed using a Takara reverse transcriptase kit (Takara, Dalian, China) following the manufacturer’s instructions. Subsequently, qRT-PCR was carried out in a 20 μL reaction system comprising 10 μL of SYBR Green Master Mix (Vazyme, Nanjing, China), 0.5 μL of PCR forward primer (10 μM), 0.5 μL of PCR reverse primer (10 μM), 1 μL of cDNA, and 8 μL of enzyme-free water. The reaction system began to react at 95 °C for 3 min and then reacted at 95 °C (5 s) and 60 °C (34 s) for a total of 40 cycles. The reaction was carried out in three separate wells, with GAPDH as an internal reference, and the relative RNA expression level was calculated using the 2−ΔΔCt value [39]. A *t*-test was performed to determine statistical significance, and the results were presented as mean ± standard deviation. For validation, we randomly selected 11 differentially expressed mRNAs from the sequencing group, including 7 upregulated mRNAs (Gene ID: *HSPB9*, *Pgk*, *Hsp70*, *ME2*, malic enzyme, *HSP90*, *FADS1*) and 4 downregulated mRNAs (Gene ID: transferrin, *FABP*, *PKS*, Serpin2). The primer sequences for these 11 genes are provided in Table 1.

### 2.10. Statistical Analysis

GraphPad Prism 8.0 (GraphPad Software, La Jolla, CA, USA) was used for statistical analysis. Paired Student’s *t*-tests were performed between normally fed livers and high-intake-fed livers. The statistical significance was defined as *p* < 0.05.

## 3. Results

### 3.1. Phenotypic Changes in the Liver of Lion-Head Geese Following High-Intake Feeding 

To comprehensively analyze the whole-transcriptome of livers in lion-head geese, we collected liver data (10 geese per group) from different treatment groups including high-intake-fed and normally fed lion-head geese at the same time. The liver phenotype, weights, and size, as well as body weight of high-intake-fed lion-head geese, exhibited significant differences compared to those of normally fed lion-head geese at the end of the fattening process (Figure 1A). Tissues associated with lipid metabolism showed increased weight after the fattening period, with the liver exhibiting the highest relative weight increase of 1.8-fold (*p* < 0.01) (Figure 1B), thereby contributing significantly to the overall weight gain in high-intake-fed lion-head geese (*p* < 0.05) (Figure 1D). Additionally, upon assessing the liver and body weight, we observed a substantial increase in liver size of high-intake-fed compared to normally fed lion-head geese (Figure 1C).

### 3.2. Characterization of the Liver Tissue Transcriptome Data in Lion-Head Geese 

We obtained a total of 125,417,714 raw reads for the liver tissue libraries of high-intake-fed lion-head geese (n = 3) and 126,982,352 raw reads for the libraries from normally fed lion-head geese (n = 3) through RNA-seq analysis. After filtering and removal of sequence reads with adapters and low quality, we obtained 39,277,879 and 40,199,239 clean reads for high-intake-fed and normally fed lion-head geese. The rates of clean reads mapped were 93.94% and 94.97%. The Q20 and Q30 values exceeded 97% and 93%, respectively, and the GC content was above 45% [40]. Finally, 71.53 Gb of clean data were obtained, with each sample averaging around 11 Gb. Detailed analysis data of the sequencing samples are presented in Table 2.

### 3.3. Overview of Whole-Transcriptome Sequencing in Lion-Head Geese

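Liver RNA from 3 high-intake-fed and 3 normally-fed lion-head geese was sequenced, and each library came from 1 bird, called a replicate here. All birds were 120 days old when the 38 days of feeding began. Normally-fed geese ate 356 g of feed per day at will. High-intake-fed geese were force-fed several meals a day, each of 200 g and later of 300 g, and their diet included boiled rice. The paper states a difference in energy intake between the groups and kept each group in its own isolator. Of the birds in the trial the paper reports both sexes, and it does not state the sex of the 6 birds sequenced. Ribosomal RNA was removed with probes and the libraries were strand-specific. The authors removed remaining ribosomal reads with Bowtie2, aligned the others to the goose genome with HISAT2 and deposited counts per gene model. The processing notes of the series also list FastQC and BWA. The genome build, the version of the annotation, the strand setting of the counting and the program behind the FPKM of mRNAs are not given in the sources used here. The authors deposited read counts and FPKM for 21009 protein-coding gene models that MAKER and augustus had predicted on numbered scaffolds. Every model's length was a multiple of 3, so these are coding lengths without untranslated regions. Counts summed to 14154910, 16467351 and 16993373 in normally-fed replicates 1, 2 and 3, and to 15876455, 16413090 and 14351383 in high-intake-fed replicates 1, 2 and 3. These sums were between 35.1% and 42.6% of the clean reads that the paper lists per library in Table 2, and all values given here rest on the counts unless FPKM is named. Counts were scaled by the trimmed mean of M values (TMM) and are given as CPM (counts scaled to a common library size). The 12914 models that passed edgeR's default filter were tested with edgeR's quasi-likelihood test, with p adjusted by the Benjamini-Hochberg method, and an mRNA is said to have risen or fallen only at an adjusted p under 0.05. For single mRNAs an exact two-sided permutation test of 3 birds against 3 was added, in which the smallest possible p is 0.1, the value of every mRNA whose groups do not overlap. The table holds no gene symbols, so names come from its descriptions and enzyme numbers, and near-identical copies may share reads. Of the 981 symbols in 40 gene lists fixed before the data were examined, 501 matched a model, 72 of these only by the name of their family (written with the suffix -type), and 480 did not. Lists with at least 5 tested members were compared with all other mRNAs by camera with a preset correlation of 0.01. In each split of the birds that mixed the groups, camera so set also called 5 to 10 lists at an adjusted p under 0.05.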

To obtain whole and accurate mRNA transcripts of the goose liver, we constructed six cDNA libraries (CASE2, CASE6, CASE7, CONTROL1, CONTROL3, and CONTROL) from liver tissue of lion-head geese. Using RNA-seq, we detected 21,008 mRNA transcripts, 3549 lncRNA transcripts, and 10,284 circRNA transcripts. 

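Albumin (ALB), the main protein of blood plasma, was the most abundant mRNA in 5 of the 6 livers. It held 19.4 ± 2.49% of a library's counts (SD, n = 3) in normally-fed and 14.6 ± 7.05% (SD, n = 3) in high-intake-fed geese. Fatty acid synthase (FASN), which makes palmitate from acetyl units, held 2.13 ± 0.516% in normally-fed and 8.62 ± 4.49% in high-intake-fed geese, and in high-intake-fed replicate 2 it was the most abundant mRNA, at 13.4% of the counts. Apolipoprotein B (APOB), the structural protein of very low density lipoprotein, held 3.62 ± 0.553% and 3.30 ± 1.79%. None of these 3 mRNAs passed edgeR's adjusted p between the groups. Of the 21009 gene models, 18766 had at least 1 count in any library and 13833 had one in all 6. A single library held between 15650 models (normally-fed replicate 3) and 17370 models (normally-fed replicate 1) with a count. With at least 1 CPM in at least 3 libraries as the condition, 12184 models were detected. FPKM was above 0 in at least 1 library for 16339 models. Long non-coding and circular RNAs were not analysed here.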

Transcript expression was quantified using FPKM value [41]. The FPKM distribution of mRNAs is shown in Figure 2A, while the expression of different samples is displayed as a violin chart (Figure 2B). 

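The 20 most abundant mRNAs, most of them for plasma proteins and lipid metabolism, took 37.2%, 37.6% and 40.5% of the counts in normally-fed replicates 1, 2 and 3, and 40.0%, 34.3% and 39.0% in high-intake-fed replicates 1, 2 and 3. Transferrin (TF), the iron carrier of plasma, held 2.56 ± 0.378% of the counts in normally-fed and 0.790 ± 0.284% in high-intake-fed geese (SD, n = 3 each). Apolipoprotein A1 (APOA1), the main protein of high density lipoprotein, held 0.761 ± 0.216% and 2.09 ± 1.46%. The number of models at an FPKM of 100 or more was 205, 253 and 257 in the normally-fed replicates and 254, 310 and 161 in the high-intake-fed replicates, in the order 1, 2 and 3. An FPKM of at least 10 and under 100 was listed for 1799, 2110 and 2072 models in the normally-fed replicates and for 2289, 2292 and 1738 in the high-intake-fed replicates. The median FPKM above 0 lay between 1.75 (normally-fed replicate 1) and 2.21 (normally-fed replicate 2). Albumin, with at least 1114917 counts in every library, is listed at FPKM 0 in all 6. Models listed at FPKM 0 held between 17.7% (normally-fed replicate 1) and 24.6% (high-intake-fed replicate 1) of a library's counts.

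**Figure D1:**
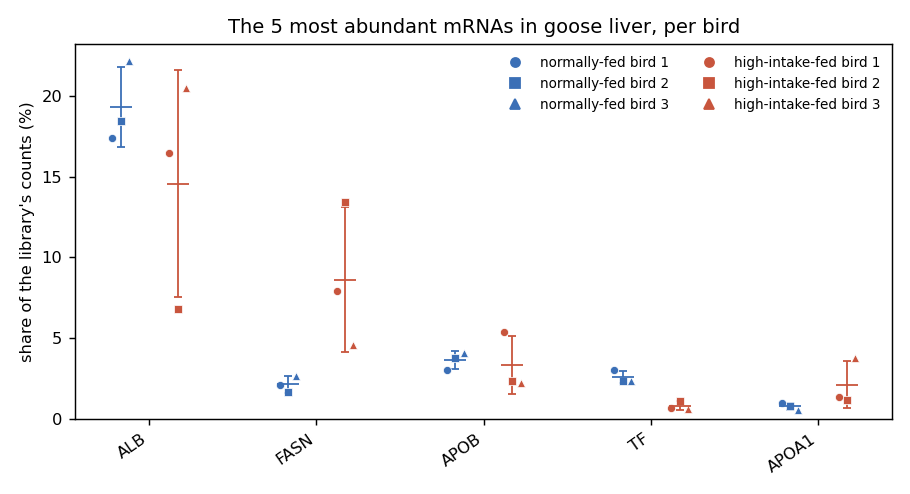
Share of each library's counts (%, vertical axis) held by the 5 mRNAs with the highest mean share. Points are single birds (n = 3 per group), and lines give the mean and SD of normally-fed (blue) and high-intake-fed (red) geese; FASN lies between 4.54% and 13.4% in the high-intake-fed birds.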

To effectively identify the most significant element and structures in the data, we represented the complex composition relationship of samples using horizontal and vertical coordinates [42]. This approach facilitated the exploration of the distance relationship between samples. The six samples were divided into two groups, which showed satisfactory repeatability (Figure 2C). Furthermore, we generated a hierarchical clustering diagram to visually depict the relationships between samples. 

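High-intake-fed replicate 2 departed most from the normally-fed geese in the mRNAs of fatty acid synthesis and chaperones, and replicate 3 least. For each gene list, the median over its tested members of the log2 CPM relative to the normally-fed mean was taken in every bird. For the 13 tested mRNAs of de novo lipogenesis, the making of fatty acids from sugar, it was 1.02, 1.64 and 0.27 in high-intake-fed replicates 1, 2 and 3. For the 10 of cholesterol synthesis and uptake it was 1.37, 1.24 and 0.00, and for the 23 of the cytosolic heat shock response 0.94, 1.47 and 0.37. The 50 ribosomal protein mRNAs lay at 0.24, 0.26 and -1.12, and the 47 of oxidative phosphorylation at 0.39, 0.61 and -0.46, so that replicate 3 stood apart in both. For complement and coagulation the 3 birds lay at -0.58, -0.69 and -0.78, and for the cell cycle at -0.80, -0.60 and -0.88. The normally-fed birds lay between -0.42 and 0.34 in these lists. On log2(CPM + 1) of all detected mRNAs, the first principal component held 37.6% of the variance and the second 26.7%. The first set the normally-fed replicates (-37.7, -34.1 and -31.0) apart from the high-intake-fed replicates (35.0, 52.4 and 15.4). High-intake-fed replicate 3 lay at 61.6 on the second, beyond the other 5 birds, which lay between -27.5 and 12.0.

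**Figure D2:**
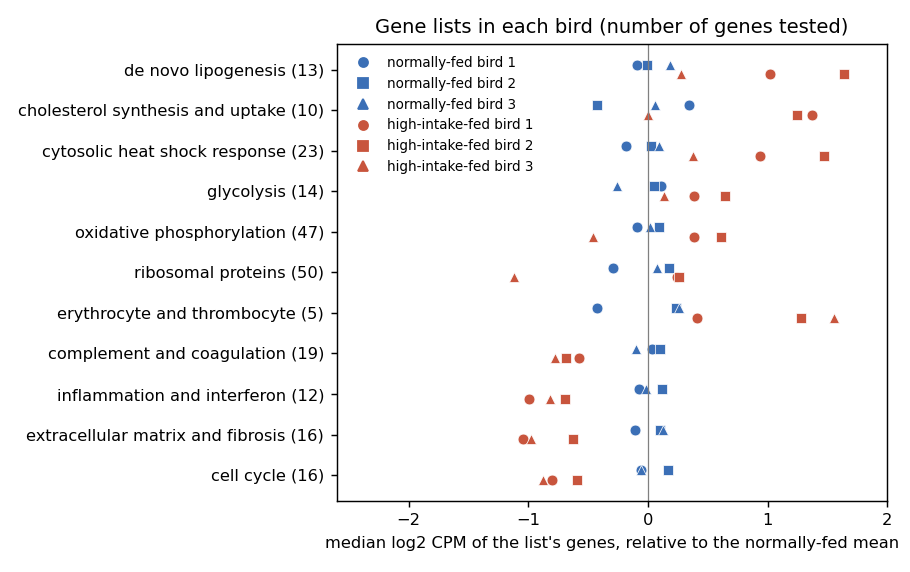
Median log2 CPM of the tested members of 11 gene lists in each bird, relative to the mean of the normally-fed birds (horizontal axis). Each point is 1 bird (n = 3 per group) and the number of tested members stands beside each list; high-intake-fed bird 3 lies closest to the normally-fed birds for lipogenesis (0.27) and farthest below them for ribosomal proteins (-1.12).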

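Pearson's r of log2(CPM + 1) was computed across the 18766 detected mRNAs of liver for each pair of birds. Between normally-fed geese it averaged 0.983 (0.980 to 0.984 over the 3 pairs). High-intake-fed geese gave a mean of 0.965 (0.959 to 0.970 over 3 pairs), and pairs with 1 bird of each group a mean of 0.960 (0.954 to 0.965 over 9 pairs). The pairs of high-intake-fed geese and the pairs across groups thus covered overlapping ranges, and the pairs of normally-fed geese lay above both. These values are across mRNAs, which are not independent replicates, and no test was made on them.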

Unsupervised clustering also confirmed the distinct expression patterns among liver tissues (Figure 2D). Sequences showed a reliable clustering effect, which ensured the veracity of the subsequent analysis [43].

### 3.4. Differential Expression of mRNA, lncRNA, and circRNA between Liver Samples from High-Intake-Fed and Normally Fed Lion-Head Geese 

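In the livers of high-intake-fed geese, 83 mRNAs rose and 107 fell relative to normally-fed geese (n = 3 each) at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Their median absolute log2 fold change was 2.02 and the smallest 1.04. In all 190 the 3 high-intake-fed birds lay on one side of the 3 normally-fed birds. Over the 12914 mRNAs tested this held for 3146, or 24.4%, where chance gives 10%. A name in capitals was given in the descriptions for 104 of the 190. At a fold change over 2 and an unadjusted p under 0.05, 550 mRNAs were higher and 688 lower, 1238 in all, and in 1063 of them the groups did not overlap. Counts were also simulated, each mRNA drawn independently with a spread set by its abundance alone and equal in both groups. In these, 3 of 12468 unchanged mRNAs were called at the adjusted p and 236 at the fold and unadjusted p. Real mRNAs vary in spread at a given abundance, and high-intake-fed birds lay further apart, so these rates may not hold for the real birds. The adjusted p recovered 14% of simulated 2-fold changes, 86% of 4-fold and 95.7% of tested 8-fold changes. DESeq2 called 988 mRNAs at an adjusted p under 0.05 (443 higher and 545 lower), edgeR's exact test 795, and edgeR without a filter 335. The number past edgeR's quasi-likelihood test was 85 without high-intake-fed replicate 1, 511 without high-intake-fed replicate 3, and 44, 42 and 30 without normally-fed replicates 1, 2 and 3, and 25 of the 190 passed whichever bird was left out.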

A total of 716 differentially expressed mRNAs, 39 differentially expressed lncRNAs, and 145 differentially expressed circRNAs were identified in livers by comparing sequencing results between high-intake-fed lion-head geese and normally fed lion-head geese. Among these, 335 mRNAs were upregulated and 381 mRNAs were downregulated in the group of high-intake-fed lion-head geese compared to the group of normally fed lion-head geese (Figure 3A). Additionally, 16 lncRNAs were upregulated and 23 lncRNAs were downregulated (Figure 3B), while 91 circRNAs were upregulated and 54 circRNAs were downregulated in livers between the group of high-intake-fed lion-head geese and the group of normally fed lion-head geese (Figure 3C). These results indicate a significant difference in the transcriptome level between high-intake-fed lion-head geese and normally fed lion-head geese in the volcano plot, in which each point represents a transcript, with the x-axis representing the log2 fold change in transcript expression between the two groups and the y-axis representing the negative logarithm of the *p*-value associated with the transcript changes. 

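G0S2, a perilipin, a hexokinase and a glucose transporter were among the mRNAs that rose in high-intake-fed livers, and LPL and CYP7A1 among those that fell. G0S2, an inhibitor of the lipase that opens triglyceride stores (scaffold 28, 1814178 to 1814417), went from 1.13 ± 1.11 CPM in normally-fed to 151.8 ± 83.3 CPM in high-intake-fed geese (SD, n = 3), a log2 fold change of 7.08 (standard error 0.82, adjusted p = 0.0112 from edgeR). A perilipin, a coat protein of lipid droplets (scaffold 32, 3269310 to 3271608), rose from 3.92 ± 0.567 to 64.9 ± 14.5 CPM, by 4.05 on the log2 scale (standard error 0.26, adjusted p = 0.000889). A hexokinase, which phosphorylates glucose (scaffold 8, 25687325 to 25700390), rose from 5.43 ± 3.42 to 452.7 ± 533.9 CPM (log2 fold change 6.38, standard error 1.15, adjusted p = 0.0451), and the glucose transporter SLC2 member 12 from 1.07 ± 0.565 to 12.7 ± 4.10 CPM (3.55, adjusted p = 0.0166). AACS, the acetoacetyl-CoA synthetase that returns ketone bodies to lipid synthesis (scaffold 17, 4428938 to 4469036), rose from 16.9 ± 4.93 to 978.5 ± 1111 CPM (log2 fold change 5.85, standard error 1.07, adjusted p = 0.0459). Inhibin beta E, a liver-secreted member of the TGF-beta family, rose by 3.90 (adjusted p = 0.00823) and a calcium-binding protein of the recoverin family by 7.62 (adjusted p = 0.00539), from 4 counts over the 3 normally-fed birds to 860 over the high-intake-fed ones, a 219.2-fold ratio (95% exact interval 85.3 to 806.3 for counting error alone, on reads pooled over birds). Lipoprotein lipase (LPL; scaffold 4, 35253082 to 35267549), which frees fatty acids from circulating triglyceride, fell from 72.3 ± 13.4 to 1.90 ± 1.21 CPM (log2 fold change -5.23, standard error 0.50, adjusted p = 0.00553). The bile acid enzyme CYP7A1 (scaffold 2, 124969654 to 124976831) fell from 87.1 ± 58.6 to 1.13 ± 1.17 CPM (-6.25, standard error 0.90, adjusted p = 0.0255). EGLN3, a prolyl hydroxylase that acts on hypoxia-inducible factors, fell by 4.14 on the log2 scale, the guidance receptor ROBO2 fell by 3.72 (both adjusted p = 0.000889) and exocyst complex component 3, of vesicle docking, fell by 3.98 (adjusted p = 0.017). Models known only by their domains also fell: IPT_PCSR, of plexin receptors (log2 fold change -4.04, adjusted p = 0.00537), FIBRINOGEN/TENASCIN/ANGIOPOEITIN (-3.41, adjusted p = 0.0496), DSP_STYX, of dual-specificity phosphatases (-3.17, adjusted p = 0.0266), and APCDDC_2, of Wnt inhibitors (-3.09, adjusted p = 0.00456). The exact permutation p was 0.1 for each mRNA named. Left out one at a time, no bird ended the calls of the perilipin, the calcium-binding protein, LPL, EGLN3, ROBO2, IPT_PCSR and APCDDC_2. DSP_STYX lost its call without high-intake-fed replicate 1 (0.0611) and normally-fed replicates 1 and 3 (0.0782 and 0.0803), and FIBRINOGEN/TENASCIN/ANGIOPOEITIN without high-intake-fed replicates 1, 2 and 3 (0.0851, 0.0561 and 0.0702) and normally-fed replicates 1, 2 and 3 (0.0823, 0.144 and 0.182). The adjusted p reached 0.0803 for G0S2 without normally-fed replicate 3, 0.0511 for inhibin beta E without normally-fed replicate 1, 0.0511 and 0.0759 for the exocyst component without normally-fed replicates 2 and 3, and 0.0783 and 0.0803 for SLC2 member 12 without normally-fed replicates 1 and 3. For the hexokinase it was 0.16, 0.139 and 0.182 and for AACS 0.152, 0.181 and 0.187 without normally-fed replicates 1, 2 and 3 (AACS also 0.0809 without high-intake-fed replicate 1), and for CYP7A1 0.0749 without high-intake-fed replicate 1 and 0.0757 and 0.0596 without normally-fed replicates 1 and 2.

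**Figure D3:**
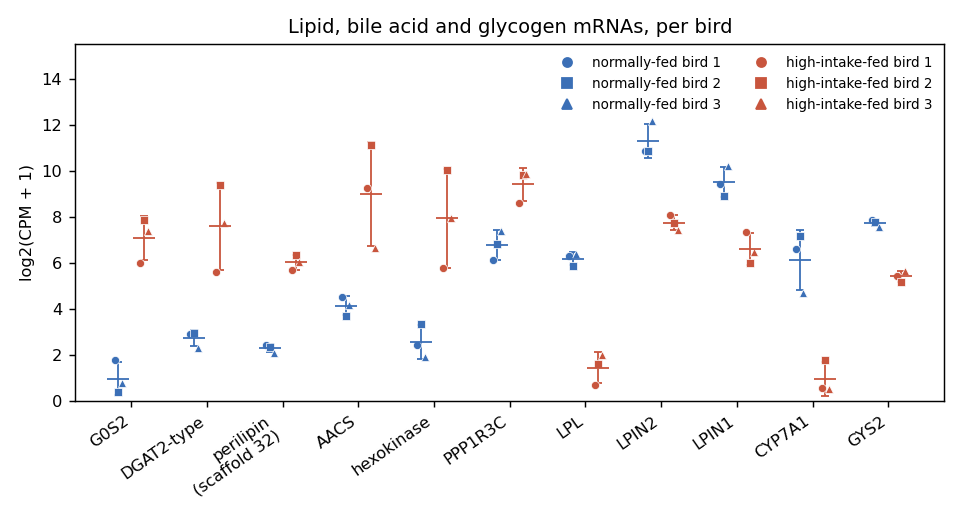
log2(CPM + 1) of 11 lipid, bile acid and glycogen mRNAs past adjusted p (vertical axis). Points are birds (n = 3 per group) and lines the mean and SD of log2(CPM + 1) in normally-fed (blue) and high-intake-fed (red) geese; the 2 groups do not overlap for any of the 11.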

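By camera at its preset correlation, mRNAs of fat synthesis were higher as a group in the livers of high-intake-fed geese and those of complement and clotting lower, and neither group passed with an estimated correlation. Of 13 tested mRNAs of de novo lipogenesis none passed the adjusted p over all mRNAs, and 6 were higher when adjusted over the list alone, with a median log2 fold change of 1.13 (camera adjusted p = 0.000582, adjusted p = 0.55 with an estimated correlation). Stearoyl-CoA desaturase (SCD-type, scaffold 8, 20242197 to 20259214), which makes oleate, gave 4109 ± 2757 CPM against 946.8 ± 42.6 CPM in normally-fed geese (SD, n = 3; log2 fold change 2.12, standard error 0.49, adjusted p = 0.0859 from edgeR). The elongase ELOVL1 gave 1.89 (standard error 0.43, adjusted p = 0.0781) and the elongase ELOVL2, of polyunsaturated fatty acids, 1.27 (adjusted p = 0.125). In triglyceride synthesis and lipid droplets, 2 of 12 mRNAs rose, 2 fell and 8 did not pass, and 6 were higher and 2 lower when adjusted over the list alone. Diacylglycerol acyltransferase (DGAT2-type), the last step of triglyceride synthesis, rose from 5.77 ± 1.54 to 310.2 ± 322.7 CPM (log2 fold change 5.75, standard error 0.93, adjusted p = 0.032), beside G0S2. The phosphatidate phosphatases LPIN1 and LPIN2, which make diacylglycerol, gave -2.91 (standard error 0.48, adjusted p = 0.0356) and -3.66 (standard error 0.47, adjusted p = 0.017), both fallen. Its median was 0.99 (camera adjusted p = 0.042, adjusted p = 0.55 with an estimated correlation). For cholesterol synthesis and uptake 0 of 10 passed and 3 were higher adjusted over the list alone, and the median was 0.89 (camera adjusted p = 0.00781, adjusted p = 0.55 with an estimated correlation). For the pentose phosphate pathway and NADPH supply 0 of 12 passed and 3 were higher adjusted over the list alone, among them transaldolase (TALDO1, 3.00), with a median of 0.57 (camera adjusted p = 0.147). Of 19 complement and coagulation mRNAs 0 passed and 11 were lower adjusted over the list alone, with a median of -0.83 (camera adjusted p = 1.02e-05, adjusted p = 0.271 with an estimated correlation). The terminal complement component C6 gave -1.63 (adjusted p = 0.0859) and the clotting factor F11 -1.29 (adjusted p = 0.112). Erythrocyte and thrombocyte markers were also higher in high-intake-fed livers, at a median of 1.00 over 5 mRNAs (2 higher adjusted over the list alone, camera adjusted p = 0.00173, adjusted p = 0.403 with an estimated correlation), with haemoglobin HBA1 at 343.5 ± 70.5 against 135.8 ± 32.2 CPM. At an unadjusted p under 0.05, edgeR placed 7 lipogenesis mRNAs, 6 cholesterol mRNAs and 4 NADPH mRNAs higher, and 11 complement mRNAs lower. The call of the triglyceride list was lost without high-intake-fed replicates 1 and 2 (0.139 and 0.0606) and normally-fed replicates 1 and 2 (0.0575 and 0.0858), that of the cholesterol list without high-intake-fed replicates 1 and 2 (0.112 and 0.0632), and the NADPH list passed without high-intake-fed replicate 3 (0.0242). The median of lipogenesis was 0.60 without high-intake-fed replicate 2, and that of NADPH supply 0.34 and 0.30 without high-intake-fed replicates 1 and 2. DGAT2-type lost its call without normally-fed replicates 1, 2 and 3 (0.127, 0.139 and 0.167), LPIN2 without high-intake-fed replicate 1 (0.0502), and LPIN1 without high-intake-fed replicates 2 and 3 (0.0582 and 0.0523) and normally-fed replicates 1, 2 and 3 (0.103, 0.073 and 0.14). Left out in the order high-intake-fed replicates 1, 2 and 3 and normally-fed replicates 1, 2 and 3, the number higher adjusted over the list alone was 6, 5, 8, 0, 0 and 5 for lipogenesis, 6, 6, 8, 4, 4 and 6 for triglyceride synthesis, 0, 0, 9, 3, 0 and 0 for cholesterol, 3, 1, 7, 0, 0 and 2 for NADPH supply and 4, 2, 2, 0, 2 and 2 for erythrocyte markers, and the number lower was 7, 7, 6, 0, 0 and 0 for complement and coagulation. At the adjusted p over all mRNAs, 2 lipogenesis, 5 cholesterol, 6 triglyceride and 2 NADPH mRNAs passed on the higher side without high-intake-fed replicate 3. The paper states a significant difference between the groups at the transcriptome level in its volcano plots.

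**Figure D4:**
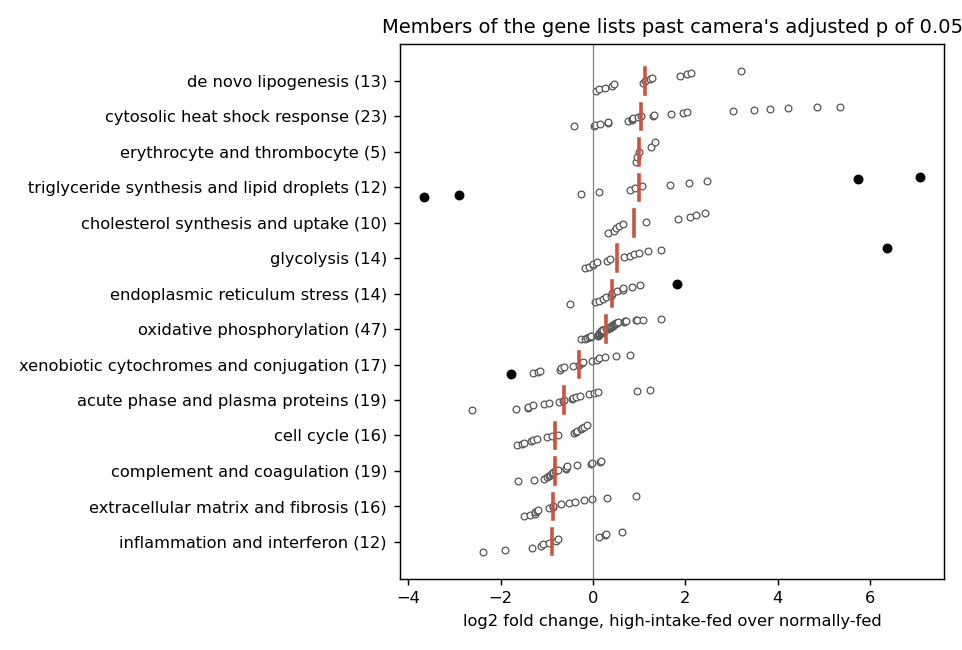
log2 fold change (high-intake-fed over normally-fed geese, n = 3 each) of every tested member of the 14 gene lists past camera's adjusted p of 0.05. Filled points passed edgeR's adjusted p, open points did not, red lines are medians and the number of members stands beside each list; the median of lipogenesis is 1.13 (0.60 without high-intake-fed bird 2).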

A larger absolute value on the x-axis indicates a greater difference in expression between the two groups, while a higher y-axis value indicates a more significant difference. 

### 3.5. Functional Enrichment by GO Analysis 

To gain a better understanding of the functions of these DEGs, we performed additional Gene Ontology (GO) analyses between high-intake-fed lion-head geese and normally fed lion-head geese [44]. The KOBAS tools were used to conduct GO enrichment analysis for the DEGs [45]. Our analysis revealed a significant enrichment of DEGs in the oxidation–reduction process. 

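Members of Gene Ontology terms are named here after their values were seen, unless a gene list holds them. Of the 63 mRNAs of the oxidation-reduction term past fold 2 and unadjusted p, 27 were higher and 36 lower in high-intake-fed livers, and at the adjusted p 2 rose and 14 fell. Thioredoxin reductase 1 (TXNRD1), which keeps thioredoxin reduced, fell from 47.6 ± 12.7 to 12.7 ± 1.95 CPM (SD, n = 3; log2 fold change -1.91, standard error 0.26, adjusted p = 0.0188 from edgeR). Retinal dehydrogenase 1 (ALDH1A1), which makes retinoic acid, fell from 1898 ± 208.8 to 554.9 ± 130.7 CPM (-1.77, standard error 0.31, adjusted p = 0.0405), retinol dehydrogenase 16 fell by 1.78 (adjusted p = 0.0288) and an amine oxidase by 1.69 (adjusted p = 0.0283). The term, taken by its name, held 385 of 9592 annotated and tested mRNAs, and chance gives 37.2 among the 928 that passed (Fisher's exact test, one-sided, adjusted p = 0.00351 over 381 terms). In the list of xenobiotic cytochromes and conjugation 1 of 17 fell (ALDH1A1), none rose and 1 was higher (POR, the electron donor of cytochromes P450, 0.80) and 3 lower adjusted over the list alone, with a median of -0.31 (camera adjusted p = 0.0189, adjusted p = 0.277 with an estimated correlation). Antioxidant defence had 1 fall in 16 (TXNRD1), also adjusted over the list alone, with catalase (CAT) at -1.17 (adjusted p = 0.15) and a median of -0.18 (camera adjusted p = 0.141). The 47 oxidative phosphorylation mRNAs had a median of 0.27, 39 of them above 0, and none passed, also when adjusted over the list alone (camera adjusted p = 0.0285, adjusted p = 0.786 with an estimated correlation), with 5 higher at an unadjusted p under 0.05. Cytochrome c (CYCS), the electron carrier, gave 1.47 (adjusted p = 0.121). Of 20 mRNAs of the tricarboxylic acid cycle and 13 of fatty acid oxidation and ketogenesis none passed, with 0 and 1 higher adjusted over the list alone and medians of 0.64 (camera adjusted p = 0.0548) and 0.30 (camera adjusted p = 0.147). The one was HADHA, of mitochondrial beta oxidation, at 0.78. With mRNAs past adjusted p as the input the term had an adjusted p of 0.0704, and without normally-fed replicate 2 of 0.0864. Medians moved when a bird was left out, for oxidative phosphorylation to 0.01 and 0.54 without high-intake-fed replicates 2 and 3, for the tricarboxylic acid cycle to 0.28 without high-intake-fed replicate 2, for fatty acid oxidation to 0.03 without high-intake-fed replicate 1, for the xenobiotic list to -0.48, -0.62 and -0.18 without high-intake-fed replicates 2 and 3 and normally-fed replicate 2, and for antioxidant defence to -0.30, -0.35, -0.04 and -0.12 without high-intake-fed replicates 1, 2 and 3 and normally-fed replicate 3. The oxidative phosphorylation call was lost without high-intake-fed replicates 1 and 2 (0.229 and 0.918) and normally-fed replicate 1 (0.107), the tricarboxylic acid list passed without high-intake-fed replicate 3 (0.000972) and normally-fed replicate 3 (0.0429) and with the replicate block (0.0392), and TXNRD1 lost its call without high-intake-fed replicate 1 (0.0622) and normally-fed replicates 1 and 3 (0.0716 and 0.0885), ALDH1A1 without high-intake-fed replicate 1 (0.0911) and normally-fed replicates 1, 2 and 3 (0.127, 0.178 and 0.182), retinol dehydrogenase 16 without high-intake-fed replicates 1 and 2 (0.0806 and 0.051) and the same normally-fed ones (0.0757, 0.124 and 0.135), and the amine oxidase without high-intake-fed replicate 1 (0.0772) and the same normally-fed ones (0.087, 0.149 and 0.14). Without high-intake-fed replicate 3, 19 oxidative phosphorylation and 14 tricarboxylic acid mRNAs were higher adjusted over the list alone (2 of the latter lower). Over the 6 birds in turn, high-intake-fed first, the number lower adjusted over the list alone was 2, 2, 3, 2, 0 and 1 for the xenobiotic list and 1, 2, 1, 1, 1 and 1 for antioxidant defence (with 1 higher without normally-fed replicate 2), the number higher was 0, 1, 0, 0, 0 and 0 for the xenobiotic list, and HADHA passed so only without high-intake-fed replicate 2 or 3.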

In brief, we initially identified the DEGs, followed by a functional enrichment analysis of these genes in the liver of high-intake-fed lion-head geese. 

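Some mRNAs of transcription factors rose and others fell in high-intake-fed livers, and of the circadian clock list NR1D2 fell. A gene model with the basic helix-loop-helix and PAS domains of the aryl hydrocarbon receptor nuclear translocator family (scaffold 1, 72714523 to 72776190), which carries no name in capitals, rose from 3.02 ± 0.475 to 81.4 ± 12.9 CPM (SD, n = 3; log2 fold change 4.75, standard error 0.25, adjusted p = 0.000644 from edgeR). NR1D2 (scaffold 2, 42603221 to 42623819), a nuclear receptor that represses clock genes, fell from 68.8 ± 4.69 to 15.4 ± 4.91 CPM (-2.16, standard error 0.28, adjusted p = 0.0165). The recombining binding protein suppressor of hairless, the DNA-binding factor of Notch signalling, had 2 neighbouring models on scaffold 5 that fell, with -2.30 (adjusted p = 0.00654) and -3.12 (adjusted p = 0.0283). The aryl hydrocarbon receptor, a sensor of foreign compounds, fell by 1.62 (adjusted p = 0.0412). Of 10 circadian clock mRNAs 1 fell (NR1D2), none rose, and 3 were higher and 3 lower adjusted over the list alone. CLOCK, an activator of the cycle, gave 1.06 (adjusted p = 0.0603), the repressor CRY1-type 1.53 (adjusted p = 0.0631) and the output factor HLF -1.39 (adjusted p = 0.0746). The list's median was -0.01 and its mean -0.10, while camera placed it toward higher values (adjusted p = 0.91), and fry's mixed p, for changes in either direction and not adjusted over lists, was 2.04e-06. It was also small for lists that camera did not call, such as bile acids (3.29e-06) and hepatocyte markers (8.35e-05), and large for others, such as ribosomal proteins (0.648). A small mixed p is therefore not particular to the clock list. Of 9 immediate early genes none passed, with 1 higher (BTG2, 1.87) and 2 lower (NR4A3, -1.67, and CYR61, -0.98) adjusted over the list alone, 1 higher and 4 lower at an unadjusted p under 0.05 and a median of -0.30 (camera adjusted p = 0.384). Of 17 mRNAs of insulin, growth and feeding signals none passed, also adjusted over the list alone, with 3 higher and 1 lower at an unadjusted p under 0.05, a median of 0.30 (camera adjusted p = 0.298) and IGF1-type, the liver's growth hormone mediator, at -1.73 (adjusted p = 0.151). Without high-intake-fed replicate 3, 2 of these 17 were higher and 2 lower adjusted over the list alone, and the lower immediate early genes numbered 0 without high-intake-fed replicates 1 and 2 and normally-fed replicate 2, and 1 without normally-fed replicates 1 and 3 (3 without high-intake-fed replicate 3), and the higher ones 0 without high-intake-fed replicate 2 and normally-fed replicates 1, 2 and 3. The median of the immediate early genes was -0.09 and -0.57 without high-intake-fed replicates 1 and 3 and -0.61, -0.08 and -0.15 without normally-fed replicates 1, 2 and 3, and that of the clock list lay between -0.08 and 0.20 (without normally-fed replicates 2 and 3). For the whole term, DNA-binding transcription factor activity, 32 mRNAs passed fold 2 and unadjusted p, 9 higher and 23 lower, where chance gives 21.6 (unadjusted p = 0.0148, 0.108 without high-intake-fed replicate 1 and 0.138 without normally-fed replicate 1; adjusted p = 0.236). NR1D2 lost its call without normally-fed replicates 1, 2 and 3 (0.0561, 0.0652 and 0.0803), the shorter hairless model without high-intake-fed replicate 1 (0.0749) and normally-fed replicates 1, 2 and 3 (0.0908, 0.0638 and 0.13) and the aryl hydrocarbon receptor without high-intake-fed replicates 1 and 2 (0.0837 and 0.051) and the same normally-fed replicates (0.139, 0.109 and 0.177). Without high-intake-fed replicate 3, 3 clock mRNAs rose at the adjusted p.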

Notably, the most enriched GO terms were oxidation–reduction process (GO.0005576) and DNA-binding transcription factor activity (GO.0003700). We employed the same methodology to predict the functions of the lncRNAs and circRNAs. 

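mRNAs of secreted proteins passed fold 2 and unadjusted p more often than others, 11 higher and 19 lower in high-intake-fed livers. Beside inhibin beta E, fibroblast growth factor 23, a hormone of phosphate balance, rose from 0.0418 ± 0.0364 to 3.25 ± 1.66 CPM (SD, n = 3; log2 fold change 6.03, standard error 0.84, adjusted p = 0.0213 from edgeR), on 2 counts against 155 (ratio 79.0, 95% exact interval 21.5 to 658.3 for counting error alone, on reads pooled over birds). A small inducible cytokine A, of the chemokine family, fell by 2.67 (standard error 0.43, adjusted p = 0.032). The term extracellular region held 126 tested mRNAs, and its 30 stood against 12.2 by chance (adjusted p = 0.000896). Of 19 acute phase and plasma protein mRNAs none passed the adjusted p, 5 were lower adjusted over the list alone and 7 were lower and 1 higher at an unadjusted p under 0.05. The fibrinogen chain FGA gave -1.41 (standard error 0.38, adjusted p = 0.115), the thrombin inhibitor SERPIND1 -1.30 (adjusted p = 0.0904) and SERPINF1, an inhibitor of vessel growth, -1.07 (adjusted p = 0.121). The list's median was -0.63 (camera adjusted p = 0.000136, adjusted p = 0.271 with an estimated correlation). The term's adjusted p was 0.0794 without normally-fed replicate 3 and 0.745 with the mRNAs past adjusted p as the input. Fibroblast growth factor 23 lost its call without normally-fed replicates 1, 2 and 3 (0.0823, 0.0877 and 0.0865), and the cytokine without high-intake-fed replicates 1 and 2 (0.0833 and 0.0657) and normally-fed replicates 1, 2 and 3 (0.0539, 0.158 and 0.14). In the same order of birds, high-intake-fed first, the acute phase mRNAs lower adjusted over the list alone numbered 4, 7, 6, 0, 0 and 0.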

The top three enrichment terms of the DEGs are oxidation–reduction process, DNA-binding transcription factor activity, and extracellular region. 

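mRNAs of heme proteins and growth factors passed fold 2 and unadjusted p more often than others. Of 16 heme-binding mRNAs that did, 5 were higher and 11 lower in high-intake-fed livers, and 3 fell at the adjusted p, among them the cytochrome P450 2U1, by 1.23 (standard error 0.20, adjusted p = 0.032 from edgeR, n = 3 per group). Of 11 growth factor mRNAs 4 were higher and 7 lower, and 2 rose at the adjusted p (inhibin beta E and fibroblast growth factor 23). The bone morphogenetic proteins BMP4 and BMP6, the second a signal to hepcidin in iron balance, gave -1.09 (adjusted p = 0.062) and -1.55 (adjusted p = 0.07). By chance 5.51 heme-binding and 2.90 growth factor mRNAs would pass, and both terms had an adjusted p of 0.00504. For the extracellular space, 1 of 13 such mRNAs was higher and 12 lower (6.19 by chance, unadjusted p = 0.0074, adjusted p = 0.201). In the collagen-containing extracellular matrix 2 of 5 were higher and 3 lower (1.55 by chance, unadjusted p = 0.0148, adjusted p = 0.236), and in the cytoskeleton 5 of 12 were higher and 7 lower (7.64 by chance, unadjusted p = 0.0764, adjusted p = 0.56). Of the last, PDZ and LIM domain protein 1, an adaptor at actin fibres, rose by 2.38 (standard error 0.35, adjusted p = 0.0283) and envoplakin, of cell junctions, fell by 1.49 (adjusted p = 0.0305). Heme binding had an adjusted p of 0.0959 without high-intake-fed replicate 1, and growth factor activity 0.0959 without high-intake-fed replicate 1 and 0.0747 without normally-fed replicate 3, and with mRNAs past adjusted p as the input 0.835 and 1.00. The cytoskeleton's unadjusted p was 0.0457 and 0.0377 without high-intake-fed replicates 1 and 3 and 0.0256 and 0.0271 without normally-fed replicates 1 and 2. By adjusted p, extracellular space passed with DESeq2 (0.0337), without high-intake-fed replicates 1, 2 and 3 (0.0278, 0.00539 and 0.0429) and normally-fed replicate 1 (0.00318), and the matrix term without normally-fed replicate 1 (0.0134). Without normally-fed replicates 1, 2 and 3, in turn, the adjusted p was 0.116, 0.175 and 0.14 for P450 2U1, 0.116, 0.0887 and 0.14 for the PDZ and LIM protein and 0.0985, 0.149 and 0.167 for envoplakin. Without high-intake-fed replicate 1 it was 0.0751, 0.0576 and 0.0574 for these 3 mRNAs, and without high-intake-fed replicate 2 it was 0.0614 for P450 2U1 and 0.0576 for envoplakin.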

The top eight enrichment terms are presented in Figure 4, including oxidation–reduction process, DNA-binding transcription factor activity, extracellular region, extracellular space, heme binding, growth factor activity, and collagen-containing extracellular matrix. 

### 3.6. Construction and Visualization of lncRNA–mRNA–circRNA Network 

Subsequently, we constructed a critical lncRNA–mRNA–circRNA regulatory network of livers in the high-intake-fed and normally fed lion-head geese (Figure 5). In Figure 5A, a triple regulatory network involving mRNA–lncRNA–circRNA is illustrated. The augustus node represents mRNA, the Contig node represents circRNA, and the MSTRG node represents lncRNA. From the network, it is evident that there is a close interconnection among different RNAs, indicating the presence of intricate regulatory relationships among the three. The x-axis of the betweenness centrality graph represents RNA types, while the y-axis represents the betweenness centrality values corresponding to various RNAs. Betweenness centrality measures a node’s ability to act as an intermediary in the network. In Figure 5B, it is observed that lncRNAs exhibit relatively high betweenness centrality, indicating that these lncRNAs may play crucial bridging roles in the network, possessing key regulatory functions.

The closeness centrality graph illustrates the closeness centrality measure, which assesses the average distance of a node to other nodes in the network. In Figure 5C, it is observed that the closeness centrality of the three RNA types is relatively high, with no significant differences. This suggests the potential presence of close interactions and regulatory relationships among the three RNA types. Figure 5D represents the degree centrality graph, where degree centrality measures the number of direct connections a node has with other nodes. In the graph, mRNA exhibits the highest average degree centrality, followed by lncRNA, and circRNA shows the lowest. This indicates that mRNA may have a greater regulatory potential in the network. And Figure 5E presents the results of the node degree analysis of the network. The x-axis represents the degree of nodes, while the y-axis represents the number of nodes. The results conform to a power-law distribution, indicating that the majority of “ordinary” nodes have few connections, while a minority of “hub” nodes have a significantly higher number of connections. This observation suggests that the network exhibits typical characteristics of a biological scale-free network. In general, the presence of a scale-free distribution and modular characteristics in this network indicates the existence of functional nodes associated with fatty liver in lion-head geese.

### 3.7. Validation of Candidate Genes by qRT-PCR

To validate the consistency of mRNA expression levels with the sequencing analysis data, we randomly selected seven upregulated genes and four downregulated genes from liver tissue for qRT-PCR. 

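Of the models taken by name for the 12 genes that the paper names, none passed edgeR's adjusted p between 3 high-intake-fed and 3 normally-fed geese, 8 had an unadjusted p under 0.05 (6 higher, PKS among them, and 2 lower), and in 7 the groups did not overlap. DESeq2 and edgeR's exact test each placed 8 past an adjusted p of 0.05, and edgeR placed 5 without high-intake-fed replicate 3, 2 without a filter and 1 with at least 10 counts in every library. Malic enzyme, which yields NADPH for fat synthesis, had a model (scaffold 3, 42182720 to 42195556) at 1029 ± 1031 CPM in high-intake-fed and 111.5 ± 66.5 CPM in normally-fed geese (SD, n = 3; log2 fold change 3.21, standard error 0.87, adjusted p = 0.117; exact permutation p = 0.2). A shorter neighbouring model on scaffold 3 (42207716 to 42209687) gave 4.08 (standard error 0.92, adjusted p = 0.0786; 0.0368 without high-intake-fed replicate 3). For FADS1, M2, ME and Serpin2, models chosen after their values were seen, by an FPKM near that of Fig. 6, gave 2.12 (the stearoyl-CoA desaturase on scaffold 8, SCD-type), 3.21 and 4.08 (these 2 malic enzyme models) and -1.30 (SERPIND1), none past the adjusted p, and their directions follow from that choice. The model taken for the paper's M2 by the label malic_2 in its description, which 1 untested model also carries (scaffold 4, 88520295 to 88536401), gave 11.5 ± 3.27 and 8.06 ± 0.380 CPM (0.52, standard error 0.27, adjusted p = 0.353; exact permutation p = 0.3). FADS1, the delta-5 desaturase of polyunsaturated fatty acids (scaffold 6, 11773932 to 11783906), gave 265.8 ± 154.9 and 255.8 ± 53.7 CPM (0.05, standard error 0.49, adjusted p = 0.965; exact permutation p = 0.9). Its value ranged from -0.24 to 0.48 when birds were left out one at a time. Transferrin (scaffold 11, 11667489 to 11681578) gave 8027 ± 3277 and 25568 ± 2642 CPM (-1.67, standard error 0.44, adjusted p = 0.11; exact permutation p = 0.1). The fatty acid binding protein with the highest level (FABP1-type, scaffold 27, 1035895 to 1037504), a carrier of fatty acids in the cell, gave 249.9 ± 110.6 and 1119 ± 583.4 CPM (-2.16, standard error 0.47, adjusted p = 0.0723; exact permutation p = 0.1). Of 8 tested models of that family 1, on scaffold 2 (134824311 to 134828515), fell from 20.2 ± 0.564 to 6.95 ± 2.32 CPM (-1.54, standard error 0.28, adjusted p = 0.0459), a call lost without high-intake-fed replicate 1 (0.0977) and normally-fed replicates 1, 2 and 3 (0.148, 0.173 and 0.182). In the list of fatty acid uptake and binding 0 of 7 passed and 3 were lower adjusted over the list alone, with SLC27A2-type and ACSL1-type, which activate fatty acids, at -1.05 and -0.74, 3 lower at an unadjusted p under 0.05 and a median of -0.52 (camera adjusted p = 0.141). Without normally-fed replicates 2 and 3 that count was 1 each, and without high-intake-fed replicate 3, 2 more were higher. Pyruvate kinase PKM, from which the paper's PKM2 is spliced, gave 43.1 ± 9.78 and 46.0 ± 8.57 CPM (-0.09, adjusted p = 0.884), and GAPDH, the reference of the paper's qRT-PCR, 0.31 (standard error 0.34, adjusted p = 0.688). The qRT-PCR values themselves were not analysed here.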

Based on the FPKM value, we observed significantly higher expression levels of *FADS1*, *HSP70*, *HSP90*, *M2*, *ME*, *PgK*, and *HSPB9* in high-intake-fed lion-head geese, whereas the expression levels of FABP, PKS, Serpin2, and transferrin in liver tissues were significantly lower than those in normally fed lion-head geese (Figure 6B,D). The expression trend of the mRNA, as determined by qRT-PCR, was consistent with those observed in the RNA-seq based on FPKM values (Figure 6A,C), partially supporting the high reliability of our RNA-seq data.

## 4. Discussion

Foie gras, cherished for its unique texture and rich fat content, is a beloved delicacy and a culinary choice for many. It is abundant in high-quality fats, primarily monounsaturated fatty acids, which contribute to its status as a high-energy food source [46,47]. Fats play a significant role in foie gras, primarily deriving from the liver’s metabolic processes [48]. Geese are fed substantial amounts of feed, which contains a high proportion of carbohydrates and other energy, stimulating the synthesis and storage of fat in the liver cells to artificially increase the fat content [49,50]. The large amounts of feed are artificially introduced directly into the geese’s stomachs to ensure they receive adequate energy. Due to this high energy intake, the liver cells of the geese accelerate the synthesis and storage of fat, leading to a significant enlargement of the liver size.

In this study, we conducted transcriptome analysis of gene regulatory networks to compare the phenotypic changes in liver development between the high-intake-fed lion-head goose and the normally fed goose. Simply put, we compared the differences in lncRNA, circRNA, and mRNA expression in the livers of the two groups of geese, further elucidating the molecular regulation that influences lipid accumulation in the liver of the lion-head goose. Comparing the growth and hepatic fat traits between high-intake-fed and normally fed lion-head geese will help us understand two distinct phenotypes with similar genetic backgrounds [51]. Next, we identified differentially expressed genes in the liver tissue transcriptomes of the high-intake-fed and normally fed lion-head geese. Our analysis revealed 716 differentially expressed mRNAs, 145 differentially expressed circRNAs, and 39 differentially expressed lncRNAs in livers, demonstrating significant expression differences between the high-intake-fed and normally fed lion-head geese. Specifically, compared to the normally fed geese, the liver tissue of the high-intake-fed lion-head geese exhibited upregulation of 335 mRNA genes and downregulation of 381 mRNA genes. These results suggest that these differentially expressed genes may play crucial roles in determining the developmental differences in the liver between the two groups of geese.

Furthermore, we conducted the functional enrichment analysis to study the significant differences between high-intake-fed and normally fed lion-head geese. GO enrichment analysis revealed significant enrichment in the oxidative–reduction processes and DNA-binding transcription factor activity. It has been suggested that mitochondrial oxidative function plays a crucial role in the development of NAFLD, and hepatic steatosis may not be a result of reduced mitochondrial fatty acid oxidation caused by mitochondrial damage [52,53]. In this process, NAFLD can induce an elevation in mitochondrial function, compensating for the increased demand for carbon intermediates and ATP caused by elevated lipogenesis and gluconeogenesis [54]. The liver is a vital metabolic organ responsible for the synthesis, breakdown, and regulation of various biomolecules, primarily achieved through gene transcription [55,56]. The liver contains numerous specific DNA-binding transcription factors, such as liver X receptors (LXRs), hepatocyte nuclear factors (HNFs), and progesterone receptors [57]. These factors can bind to specific DNA sequences in the promoter regions, recruiting co-activators or co-repressors to regulate the initiation and rate of gene transcription [58]. The specificity of the transcription factors binding to DNA provides a mechanism for precise regulation of gene expression in liver cells, thereby enabling control and adaptation of metabolic processes.

Next, we selected a series of upregulated and downregulated mRNA to validate the reliability and accuracy of the sequencing data. Heat shock proteins (HSPs) are a class of widely expressed proteins in cells that play a vital role in protecting cells from damage and promoting cellular recovery and repair processes under various stress conditions [59]. HSPs play an important protective role in the liver of animals, particularly in the regulation of intracellular lipid metabolism and oxidative stress [60]. This can also scientifically explain why overfeeding can lead to upregulation of HSP expression in the lion-head goose. 

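By camera at its preset correlation, chaperone mRNAs were higher as a group in high-intake-fed livers, and the group did not pass with an estimated correlation (adjusted p = 0.374). Of 23 tested mRNAs of the cytosolic heat shock response none passed edgeR's adjusted p, 15 were higher at an unadjusted p under 0.05 and 14 were higher adjusted over the list alone. The list's median log2 fold change was 1.03 and its mean 1.69 (camera adjusted p = 2.7e-06 at the preset correlation). Fry's unadjusted p, for a move on balance in one direction, was 0.04 here and 0.033 for erythrocyte and thrombocyte markers. For the other lists that camera called higher it was 0.132 (lipogenesis), 0.254 (cholesterol), 0.139 (triglycerides), 0.0931 (endoplasmic reticulum stress), 0.124 (glycolysis) and 0.554 (oxidative phosphorylation). For the lists that camera called lower it lay between 0.000516 and 0.00957. The small heat shock protein HSPB9, the largest of these (scaffold 30, 2177599 to 2178171), gave 448.5 ± 522.8 CPM in high-intake-fed and 10.9 ± 4.35 CPM in normally-fed geese (SD, n = 3; log2 fold change 5.36, standard error 1.14, adjusted p = 0.0667). A model of the same coding length on a contig outside the numbered scaffolds may share its reads. Hsp70 (scaffold 26, 3818042 to 3821986), which refolds proteins, gave 3742 ± 2091 and 915.5 ± 75.1 CPM (2.03, standard error 0.45, adjusted p = 0.0746), and HSP90 (scaffold 6, 54715552 to 54720982), a chaperone of kinases and receptors, 6025 ± 3897 and 1861 ± 449.4 CPM (1.69, standard error 0.53, adjusted p = 0.155). For these 3 the exact permutation p was 0.1. Of 4 tested models of the HSP90 name 2 had a log2 fold change above 0 and 2 below, and none passed the adjusted p. The small heat shock protein HSPB8 gave 3.49 (standard error 0.73, adjusted p = 0.0645) and the co-chaperone DNAJA4 3.83 (standard error 0.88, adjusted p = 0.0816). HSPA5 (BiP), the Hsp70 of the endoplasmic reticulum (scaffold 23, 1261891 to 1266133), rose from 444.6 ± 94.7 to 1577 ± 366.7 CPM (1.83, standard error 0.32, adjusted p = 0.0426). It was the 1 of 14 mRNAs of endoplasmic reticulum stress that rose, also when adjusted over the list alone, and none fell. ATF4, a transcription factor of the stress response, gave 1.03 (adjusted p = 0.125), and the list's median was 0.41 (camera adjusted p = 0.00358, adjusted p = 0.55 with an estimated correlation). Without high-intake-fed replicate 3, HSPB9, Hsp70 and HSP90 had adjusted p of 0.0155, 0.0261 and 0.0455, and with DESeq2 of 0.000302, 3.83e-05 and 0.008. The call of HSPA5 was lost without high-intake-fed replicates 1 and 2 (0.0878 and 0.0561) and normally-fed replicates 1, 2 and 3 (0.189, 0.165 and 0.195), and that of its list without high-intake-fed replicate 1 (0.0957, with a median of 0.26). Left out in the order high-intake-fed replicates 1, 2 and 3 and normally-fed replicates 1, 2 and 3, the number of cytosolic mRNAs higher adjusted over the list alone was 12, 8, 16, 0, 0 and 9, and of endoplasmic reticulum stress mRNAs 1, 2, 4, 0, 1 and 0. Without high-intake-fed replicates 2 and 3, 2 and 11 of the 23 rose at the adjusted p over all mRNAs, and 1 was lower adjusted over the list alone without the latter.

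**Figure D5:**
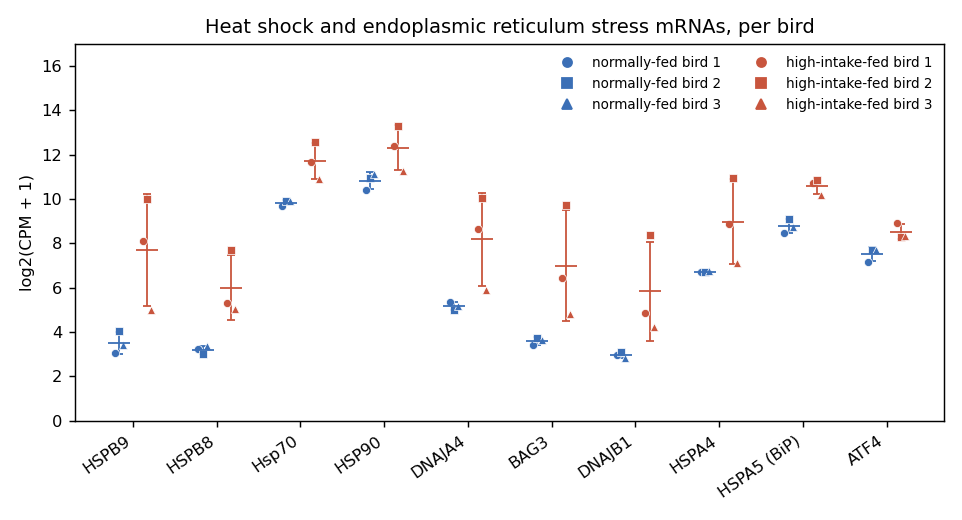
log2(CPM + 1) of 10 heat shock and endoplasmic reticulum stress mRNAs (vertical axis). Points are birds (n = 3 per group) and lines the mean and SD of log2(CPM + 1) in normally-fed (blue) and high-intake-fed (red) geese; high-intake-fed bird 2 is the highest for every mRNA except ATF4.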

An upregulated expression can be considered as an adaptive response of liver cells to stressful conditions, aiming to protect liver cells from damage and maintain their function. PgK is one of the key enzymes in the glycolytic pathway and participates in glycolysis [61]. 

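Phosphoglycerate kinase (PgK; scaffold 15, 18281236 to 18293234), which makes ATP in glycolysis, gave 766.3 ± 453.9 CPM in high-intake-fed and 276.0 ± 30.0 CPM in normally-fed geese (SD, n = 3), a log2 fold change of 1.47 (standard error 0.42, adjusted p = 0.129 from edgeR, exact permutation p = 0.1). Of 14 glycolysis mRNAs 1 rose (the hexokinase), none fell, and 3 were higher adjusted over the list alone, among them the glucose transporter SLC2A2 (1.19, standard error 0.28, adjusted p = 0.0859). Over the list the median was 0.52 (camera adjusted p = 0.0147, adjusted p = 0.55 with an estimated correlation). Of 11 mRNAs of gluconeogenesis and glycogen 1 rose, 1 fell and 9 did not pass, and 2 were higher and 1 lower adjusted over the list alone. PPP1R3C, which brings a phosphatase to glycogen, rose from 115.3 ± 49.5 to 729.2 ± 300.8 CPM (2.66, standard error 0.47, adjusted p = 0.0422). Liver glycogen synthase (GYS2; scaffold 1, 139965068 to 139992226) fell from 211.8 ± 21.0 to 42.2 ± 7.02 CPM (-2.33, standard error 0.23, adjusted p = 0.00595), and so did a neighbouring model of the same name (-2.33, adjusted p = 0.00613). PCK1, a first step of gluconeogenesis, gave -2.55 (standard error 1.11, adjusted p = 0.275). The list's median was 0.20, its mean -0.04 and camera's adjusted p 0.881. PgK had an adjusted p of 0.0499 without high-intake-fed replicate 3 and of 0.00729 with DESeq2, and the glycolysis list lost its call without high-intake-fed replicate 2 (0.0809, with a median of 0.22) and with all models of a symbol (0.2). The median of gluconeogenesis and glycogen was -0.13 and 0.39 without high-intake-fed replicates 2 and 3. PPP1R3C lost its call without high-intake-fed replicate 2 (0.0633) and normally-fed replicates 1, 2 and 3 (0.142, 0.177 and 0.128), and GYS2 kept it without each bird (0.0367 at most). The number of glycolysis mRNAs higher adjusted over the list alone was 1 without each normally-fed replicate (1, 2 and 3), and for gluconeogenesis and glycogen 1 without high-intake-fed replicate 3 and normally-fed replicates 2 and 3, with 2 lower without high-intake-fed replicates 1 and 2.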

After high-intake feeding, the glycolytic pathway in the liver may be affected, leading to changes in the activity or expression levels of PgK in liver tissue, thereby influencing lipid metabolism. Malic enzyme, a crucial enzyme in cellular energy and lipid metabolism, plays a pivotal role in the metabolism of pyruvate and the generation of nicotinamide adenine dinucleotide phosphate (NADPH) [62]. Specifically, it catalyzes the conversion of malate to pyruvate, simultaneously producing NADPH from NADP. Research indicates that in instances of liver lipid accumulation disrupting hepatic lipid metabolism, there is a significant increase in the activity or expression levels of malic enzyme. This underscores the enzyme’s vital contribution as a primary provider of NADPH, essential for lipogenesis [63]. 

In the sequencing data of the lion-head goose, we simultaneously validated the expression of a subset of downregulated genes. Real-time quantitative PCR results showed that the expression trends of differentially expressed RNAs were consistent with the whole-transcriptome sequencing data. Hepatic steatosis is often accompanied by increased inflammation and oxidative stress, indicating an imbalance in intracellular redox homeostasis [64,65]. Serpin2 possesses anti-inflammatory and antioxidant properties [66], and the expression levels of Serpin2 may be negatively regulated due to the interplay between inflammatory responses and disrupted lipid metabolism. 

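Serpins are inhibitors of serine proteases. Of 18 tested serpin models 1 fell and none rose, and 14 had a log2 fold change below 0. The model that fell (scaffold 6, 50472566 to 50477848), from 2485 ± 667.3 to 296.0 ± 133.3 CPM (SD, n = 3), gave -3.07 (standard error 0.43, adjusted p = 0.0213 from edgeR, exact permutation p = 0.1). All 24 serpin models carry the label serpin2 in their descriptions, so the paper's Serpin2 cannot be told apart by name, and the one with the highest level (scaffold 6, 50511840 to 50520048) gave 2050 ± 1085 and 3611 ± 684.4 CPM (-0.82, standard error 0.47, adjusted p = 0.402, exact permutation p = 0.2). Several serpin models lie side by side on scaffold 6 and may share reads. Of 12 mRNAs of inflammation and interferon none passed the adjusted p, and 1 was higher and 7 lower adjusted over the list alone. SOCS1, which dampens cytokine signalling, gave -2.38 (standard error 0.46, adjusted p = 0.0524), the interferon factor IRF1 -1.08 (standard error 0.24, adjusted p = 0.0726) and the chemokine CCL4-type -1.33 (standard error 0.31, adjusted p = 0.0871), and STAT3, which carries interleukin-6 signals and is named here after its value was seen, 0.63 (adjusted p = 0.193). Markers of B and plasma cells, T and NK cells and heterophils, 2, 3 and 2 tested and too few to test as groups, had no call (1 of B and plasma cells fell without high-intake-fed replicate 2) and medians of -1.14 (-0.76 without high-intake-fed replicate 1), -0.91 (-0.60 without high-intake-fed replicate 2) and -1.31 (-0.47 without normally-fed replicate 1), and fewer immune cells were not separated from lower mRNAs per cell. Over the 12 the median was -0.88 (camera adjusted p = 0.00522, adjusted p = 0.313 with an estimated correlation), and 1 was higher and 7 lower at an unadjusted p under 0.05. The call of the serpin that fell was lost without high-intake-fed replicate 1 (0.0625) and normally-fed replicates 1, 2 and 3 (0.0746, 0.0707 and 0.098). Of the inflammation list, the number lower adjusted over the list alone was 5, 6, 4, 4, 2 and 4 without high-intake-fed replicates 1, 2 and 3 and normally-fed replicates 1, 2 and 3, in that order, and the number higher 0, 1, 0, 0, 0 and 0.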

FABPs belong to the lipocalin family and participate in the transport and metabolism of fatty acids [67]. In the case of hepatic lipid accumulation, abnormal expression or functional defects of FABPs may disrupt intracellular lipid metabolism. Studies have indicated that FABPs are involved in regulating inflammation-related signaling pathways and cytokine expression, thereby affecting the severity of inflammatory responses and the progression of liver fibrosis [68]. 

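The gene model with the polyketide synthase (PKS) domains is named fatty acid synthase (FASN) in the deposited table and lies on scaffold 20 (161365 to 199722). Animal fatty acid synthase shares its domain order with polyketide synthases. It had 294966, 269714 and 453202 counts in normally-fed replicates 1, 2 and 3, and 1255785, 2203708 and 651139 in high-intake-fed replicates 1, 2 and 3. Scaled, these were 21580 ± 6854 CPM in normally-fed and 88928 ± 50162 CPM in high-intake-fed geese (SD, n = 3), a log2 fold change of 2.04 (standard error 0.59, adjusted p = 0.132 from edgeR; exact permutation p = 0.1). The same test gave an adjusted p of 0.0504 without high-intake-fed replicate 3, and DESeq2 gave 0.000329. The deposited FPKM of this FASN model was 1040, 949.0 and 1664 in the normally-fed replicates and 0, 0 and 2051 in the high-intake-fed replicates, means of 1218 ± 389.4 and 683.6 ± 1184 (SD, n = 3). The mean FPKM was thus lower and the count higher in the high-intake-fed group. The lower mean rests on the 2 values of 0, which are at odds with the 1255785 and 2203708 counts of the same birds. The paper also reports PKS as lower by qRT-PCR, which was not analysed here and whose direction differs from that of the counts. Of 3 models with polyketide synthase domains in their descriptions only this one had enough counts to be tested.

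**Figure D6:**
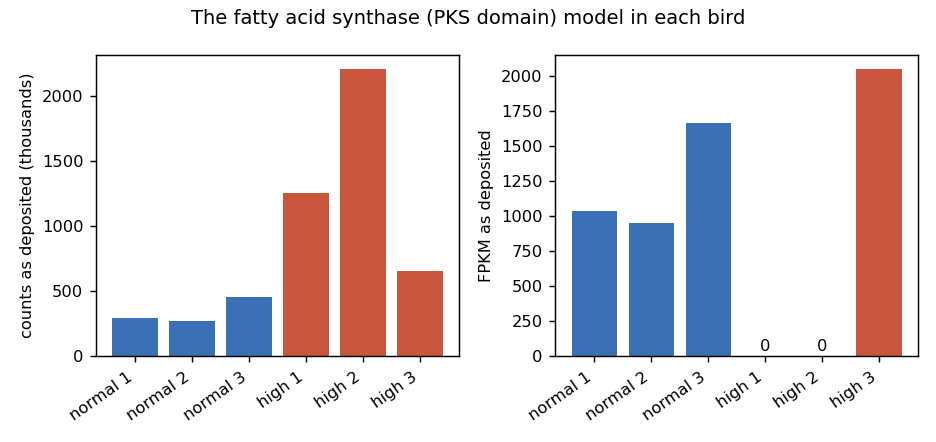
Deposited counts (left, divided by 1000) and deposited FPKM (right) of the FASN model in each of the 6 birds, with normally-fed birds in blue and high-intake-fed birds in red. The 2 birds with the highest counts, 1255785 and 2203708, are listed at FPKM 0.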

Although there is a lack of direct research evidence on the relationship between fatty liver and PKS, we validated that the expression of PKS in the liver of lion-head geese was lower than in the liver of normally fed geese. Some studies suggest that PKS is involved in the synthesis of polyketide compounds, and certain polyketides may play a role in regulating lipid metabolism [69,70,71]. Further research is needed to confirm and explore the specific relationship between fatty liver and PKS. The verification of the selected genes will help us to understand the molecular mechanism of high-intake lion-headed goose liver from the perspective of the transcriptome.

## 5. Conclusions

We utilized RNA-seq analysis to compare transcriptome of liver tissues between high-intake-fed and normally fed lion-head geese. The expression of these differential genes causes weight, size, and mass differences of liver observed between the high-intake-fed lion-head goose and the normal goose. Meanwhile, we constructed the critical lncRNA–mRNA–circRNA regulatory network of livers in the high-intake-fed and normally fed lion-head geese. Conducting transcriptome analysis of the livers of lion-head geese in Shantou is essential for gaining insights into gene expression regulation, liver development, and cell function. This approach will aid in understanding the molecular mechanisms behind fatty liver development in lion-head geese from a transcriptomic perspective. In the future, comparative studies of liver transcriptomes across different goose species will be instrumental in revealing the variations in liver tissue characteristics among these species.

## Figures and Tables

**Figure 1:**
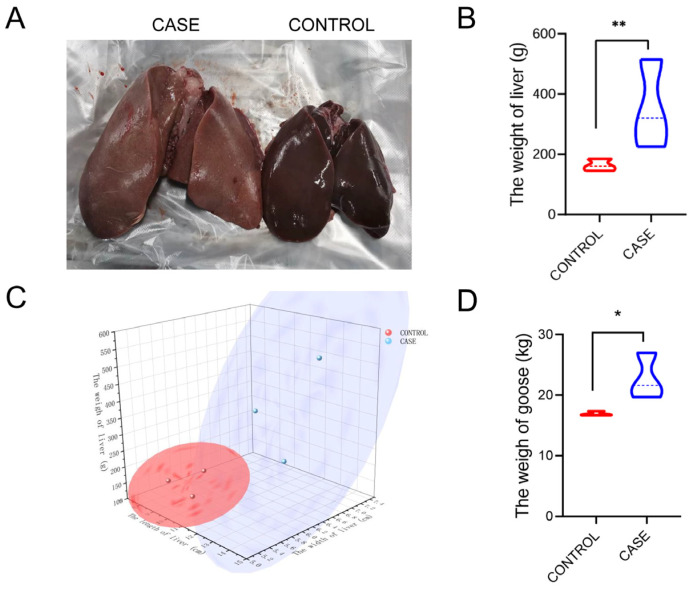
Phenotypic changes in liver and body weight after high-intake feeding in lion-head geese. (**A**) Goose liver in the groups of high-intake feeding and normal feeding. (**B**) The weight of liver. (**C**) The size of the goose liver. (**D**) The weight of goose (** *p* < 0.01; * *p* < 0.05).

**Figure 2:**
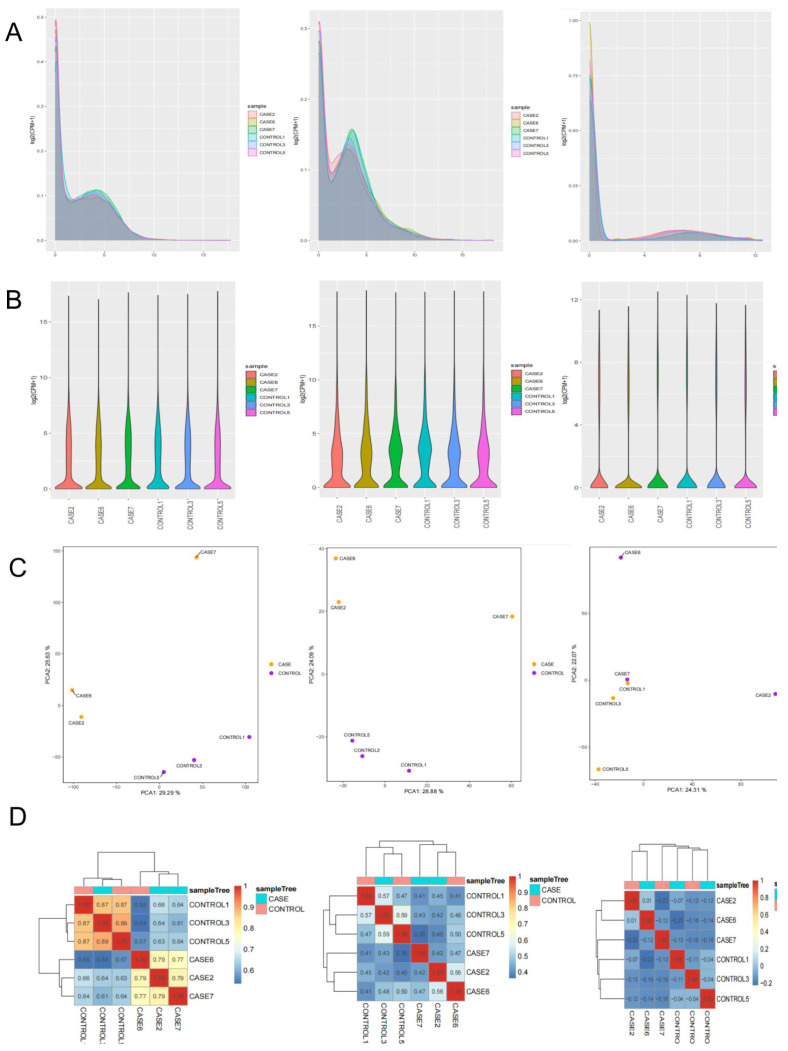
Overview of whole-transcriptome sequencing. (**A**) The density distribution of transcriptome was according to log10 (FPKM), original gene read counts were normalized using the FPKM method. (**B**) The 6−sample expression violin plot. (**C**) The principal component analysis (PCA) is useful for exploring the distance relationship between the 6 samples. (**D**) Pearson’s correlation matrix for mRNA, lncRNA, and circRNA profiles.

**Figure 3:**
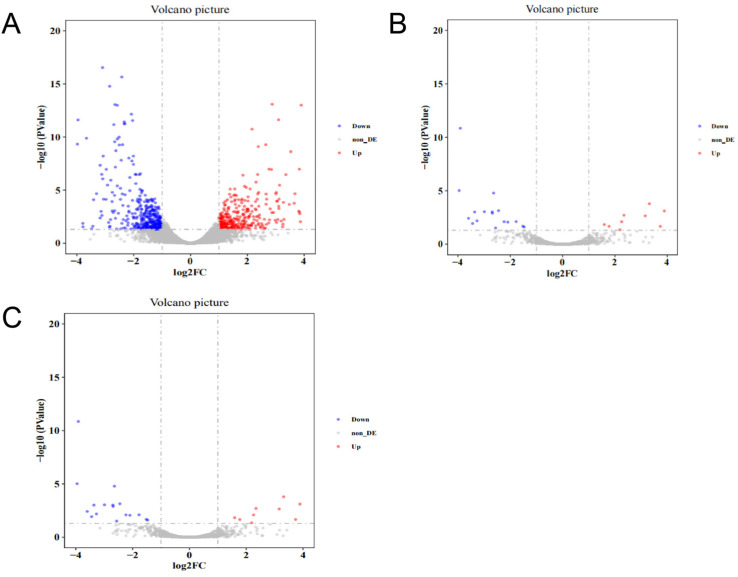
Identification and analysis of mRNA, lncRNA, and circRNA associated with fatty liver. (**A**) Volcano plots of DEGs in mRNA. (**B**) Volcano plots of DEGs in lncRNA. (**C**) Volcano plots of DEGs in circRNA. Each dot in the plot represents a gene with its corresponding log2 fold change (FC) on the x-axis and *p*-value (log10) on the y-axis. The horizontal line indicates the significance threshold (false discovery rate <5%), whereas the vertical line segregates genes with logFC >1.5. Gray represents no significant difference between the two groups, red indicates the upregulated genes, and blue indicates the downregulated genes.

**Figure 4:**
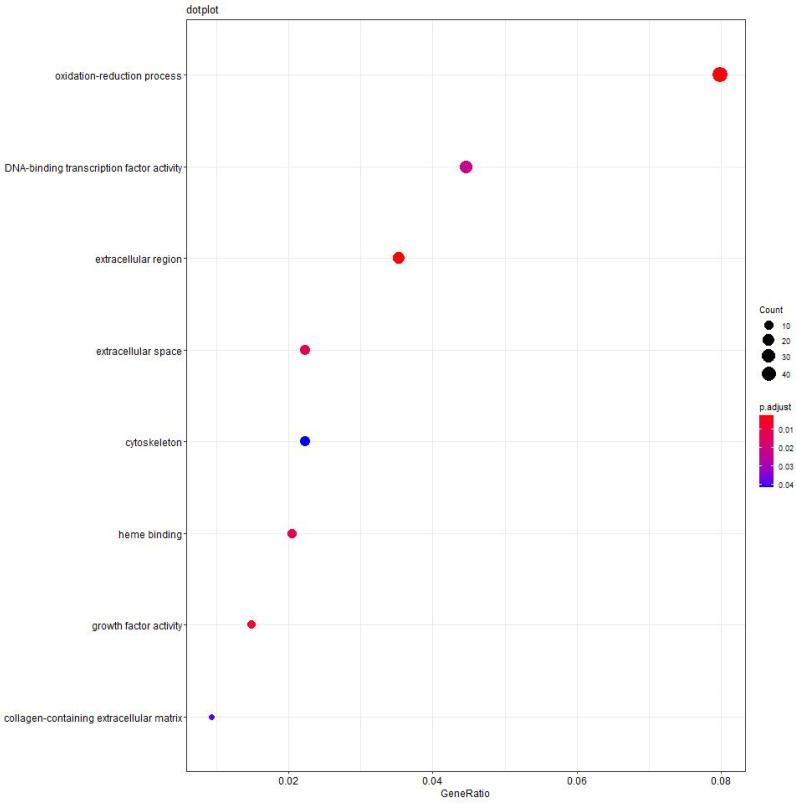
Functional analyses of significantly enriched trends. The top 8 significant terms at the mRNA level. The size of dots shows the number of DEGs clustered in the same terms. The color of dots indicates the *p*-value.

**Figure 5:**
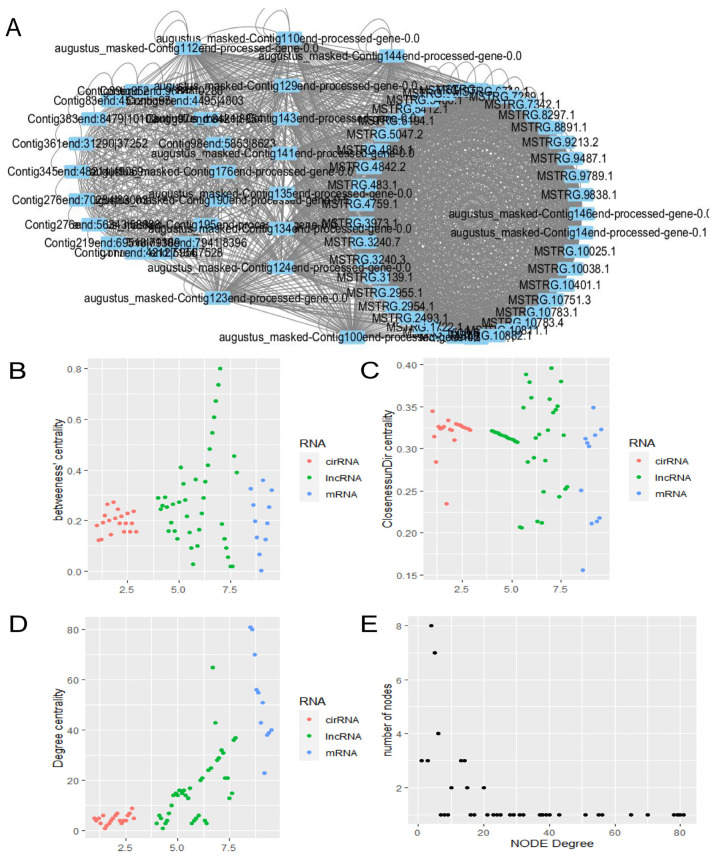
Construction and visualization of lncRNA–mRNA–circRNA network. (**A**) lncRNA–mRNA–circRNA network structure. (**B**) The betweenness centrality difference among lncRNAs, mRNAs, and circRNAs. (**C**) The closeness centrality difference among lncRNAs, mRNAs, and circRNAs. (**D**) The degree centrality difference among lncRNAs, mRNAs, and circRNAs. (**E**) Node degree of the lncRNAs, mRNAs, and circRNAs.

**Figure 6:**
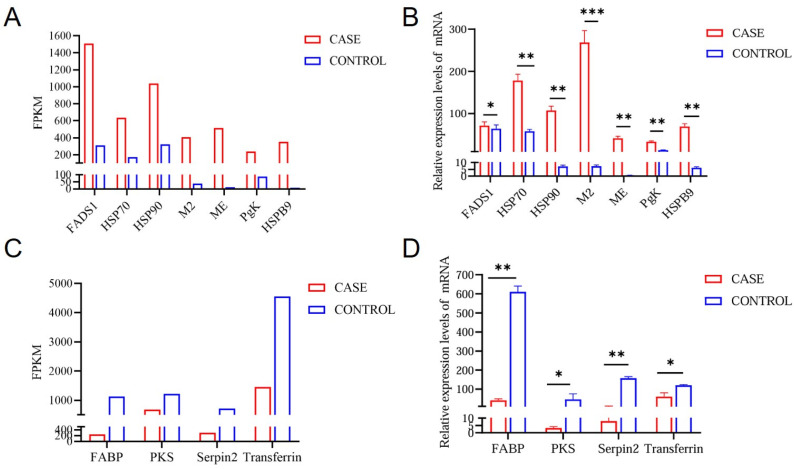
Comparison and identification of differentially expressed RNAs in high-intake feeding in lion-head geese liver tissue by qRT-PCR. (**A**) The RNA-seq results revealed the upregulated genes by FPKM. (**B**) Verification of the upregulated genes by RT-qPCR. (**C**) The RNA-seq results revealed the downregulated genes by FPKM. (**D**) Verification of the downregulated genes by RT-qPCR. Log2 FC is expressed as mean ± SD. n = 3. The statistical significance of all genes reached *p* < 0.05 (*** *p* < 0.001; ** *p* < 0.01; * *p* < 0.05).

**Table 1:** The primer sequences of gene for RT-qPCR.

Gene ID	Regulation	Forward Primer 5′→3′	Reverse Primer 5′→3′
Transferrin	Down	GCCTTATTCTGGATATTCTG	CTCATACTCGTCCTTCTC
*FABP*	Down	GAGATATTAAGCCTGTTGTTG	TTGCCGTCCTAGTAGTA
*PKS*	Down	AAGAGGAGAAGCAATATC	CTGTGATGATGTAGACT
Serpin2	Down	GAAGAGGAGGAGGAAGAG	GAGCAGCGTCATAATGT
*HSPB9*	Up	AGGAAGGTGGTGCTGGTG	CTCGTACTTGTAGAAGG
*Pgk*	Up	CATTATTGGTGGTGGGATACA	GTGCTGACATGGCTAACTT
*Hsp70*	Up	TACCTCAGATTGAAGTAACCT	CTTGCCAGTGCTCTTATC
*ME2*	Up	CAACTGCTGAGGTAATAG	GTGCTGAATTGTGACTAA
Malic enzyme	Up	ATAGCAAACCTCATTGTCAT	CGAGTCAACCATCCATATC
*HSP90*	Up	GCATTCTCAGTTCATTGG	TTCTTCAGCCTCATCATC
*FADS1*	Up	CCTGGTACTTCTGGAATGA	TTGAGCCCTATGGTGTAG
*GAPDH*	/	GGTGGTGCTAAGCGTGTCAT	CCCTCCACAATGCCAAAGTT

**Table 2:** Summary of read mapping of the sample genome.

Groups	CONTROL1	CONTROL3	CONTROL5	CASE2	CASE6	CASE7
Raw Reads	41,742,960	43,317,885	41,921,507	40,449,692	41,793,874	43,174,148
Clean Reads	39,528,644	41,176,548	39,892,524	37,758,464	39,236,814	40,838,358
Raw Base (G)	12.52	13.0	12.58	12.13	12.54	12.95
Clean Base (G)	11.86	12.35	11.97	11.33	11.77	12.25
Effective Rate (%)	94.70	95.06	95.16	93.35	93.88	94.59
Error Rate (%)	0.03	0.03	0.03	0.03	0.03	0.03
Q20 (%)	97.77	97.84	97.67	97.79	97.69	97.77
Q30 (%)	93.90	94.06	93.59	93.97	93.78	93.94
GC Content (%)	45.99	46.62	45.69	47.66	48.03	46.73

## Data Availability

All data generated or analyzed during this study were deposited in the Gene Expression Omnibus (GEO) under accession number GSE243829.

How the deposited data were processed for this re-analysis (not part of the article)

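Liver mRNA of 6 lion-head geese was measured by RNA sequencing, with 3 high-intake-fed and 3 normally-fed birds and 1 library per bird. Replicates 1, 2 and 3 are the libraries named CONTROL1, CONTROL3 and CONTROL5 in the normally-fed group and CASE2, CASE6 and CASE7 in the high-intake-fed group. Feed was withheld overnight before sacrifice.

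The authors removed ribosomal RNA with probes, made strand-specific libraries, discarded ribosomal reads with Bowtie2, aligned the other reads to the goose genome with HISAT2 and deposited raw counts per gene model. The program that made the counts is not given in the sources used here, and the paper names HTseq for its Gene Ontology analysis. The authors also deposited FPKM (fragments mapped to a gene, scaled by its length and by the depth of the library) for the same gene models, and the program that made them for mRNAs is not given in the sources used here, although the paper names StringTie for quantification at the gene level. The processing notes of the series name FastQC and BWA without versions. Genome build, annotation version and strand setting are not given in the sources used here.

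The table held 21009 gene models, of which 9599 had a name in capitals and 15110 a Gene Ontology term. Models were named from their descriptions or enzyme numbers. Of 981 symbols in 40 gene lists (24 of pathways, 14 of markers and 2 of library quality), 501 matched a model, 72 of them by family only. Where several models matched a symbol, the model with the highest mean over the 6 libraries was taken. Names of Gene Ontology terms come from the paper or from the ontology itself, since the table holds only their numbers.

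Depth was 14154910 to 16993373 counts per library. The common biological coefficient of variation was 0.356, so that at 3 birds per group changes of 2-fold were rarely called, as tested on simulated data. In that simulation, 200 mRNAs were changed by 1.5, 2, 4 or 8-fold, and of those tested 4%, 14%, 86% and 95.7% were recovered. Of the 50 mRNAs changed by 8-fold 47 were tested and 45 recovered. The simulated spread was set by abundance alone and equal in both groups, so these shares may not hold for the real birds. Camera found the raised simulated list and none of the unchanged ones. The simulated mRNAs were drawn independently, so this does not show how camera behaves where the members of a list move together.

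Counts were tested with edgeR 4.0.16 (quasi-likelihood, TMM, filterByExpr with a minimum count of 10 and a minimum total of 15) between the 2 groups without covariates, which left 12914 mRNAs. Standard errors are those of the log2 fold change, and p was adjusted by the Benjamini-Hochberg method. The thresholds were an adjusted p under 0.05, and, for the counts set beside the paper's, a fold change over 2 with an unadjusted p under 0.05. Single mRNAs were also compared by an exact permutation test of 3 birds against 3, two-sided. Gene lists with at least 5 tested members (31 lists) were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01), and with fry. Where p is said to be adjusted over the list alone, only the members of that list were counted. Nothing was then adjusted across lists, and in a list of 1 mRNA that p is the unadjusted one. Gene Ontology terms with 10 to 500 tested mRNAs were tested by Fisher's exact test, one-sided, against the 9592 tested mRNAs with a term. Correlations and principal components used log2(CPM + 1) of all mRNAs with a count.

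The genes named were set by a rule. It takes every gene the paper names and GAPDH, and the 10 largest rises and 10 largest falls past adjusted p among named mRNAs whose groups did not overlap and whose higher group had a mean of at least 5 CPM. It also takes up to 4 members with the smallest p of each list (1 mRNA so taken is not reported here), and every measured member of the yolk, sex chromosome, blood, macrophage, biliary, stellate and adipocyte lists. The most abundant mRNAs, members of Gene Ontology terms and some mRNAs drawn in figures lie outside this rule and were chosen after their values were seen. So were second models of a family and the matches of models to Fig. 6 by FPKM.

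Alternatives were DESeq2 1.42.0, edgeR with RLE size factors or with library size only, library sizes without the 20 most abundant mRNAs, limma trend on log2(CPM + 1), edgeR's exact test, no filter, at least 10 counts in every library, the replicate number as a block, each bird left out in turn, and the thresholds of the Fig. 3 legend (adjusted p under 0.05 and an absolute log2 fold change over 1.5). For camera they were prior counts of 0.5 and 5, an estimated correlation and all models of a symbol. For terms they were mRNAs past adjusted p or DESeq2's calls as the input. For correlations they were log10(CPM + 0.1), filtered mRNAs, Spearman's rank correlation and, chosen after seeing the data, log2(FPKM + 1). Detection was also taken as at least 1 CPM in at least 3 libraries or a count in all 6. Computation used R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Long non-coding and circular RNAs, qRT-PCR values and the phenotypes of the birds were not analysed here.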

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

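The weighing of the 3 patterns is given under the other observations, and the choice of which rises are set out here was made after their values were seen. The 10 rises given here are the largest past adjusted p among mRNAs with a name in capitals, no overlap of the groups and a mean of at least 5 CPM in the higher group, so larger rises outside these conditions, such as G0S2, are not among them. They are of genes that the paper does not discuss (n = 3 per group, edgeR's quasi-likelihood test). The log2 fold changes were 7.62 for the calcium-binding protein of the recoverin family, 6.38 for the hexokinase, 5.85 for AACS, 4.05 for the perilipin on scaffold 32, 3.90 for inhibin beta E and 3.55 for SLC2 member 12.

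RING FINGER PROTEIN 127 rose from 11.2 ± 5.27 to 160.6 ± 93.6 CPM, a log2 fold change of 3.84 (adjusted p = 0.0283 from edgeR; 0.0625 without high-intake-fed replicate 1 and 0.0784, 0.115 and 0.119 without normally-fed replicates 1, 2 and 3). ASPARTYL PROTEASES, a model known by its family, rose from 1.74 ± 0.506 to 18.1 ± 10.4 CPM, by 3.37 (adjusted p = 0.0283; 0.0524 without high-intake-fed replicate 1 and 0.0823, 0.116 and 0.14 without normally-fed replicates 1, 2 and 3). SODIUM/CHLORIDE DEPENDENT TRANSPORTER rose from 1.99 ± 1.85 to 17.5 ± 1.98 CPM, by 3.14 (adjusted p = 0.0459; 0.0904 and 0.0749 without high-intake-fed replicates 1 and 2, and 0.158 and 0.167 without normally-fed replicates 2 and 3). GLIOMEDIN, an adhesion protein, rose from 1.00 ± 0.295 to 8.88 ± 4.76 CPM, by 3.14 (adjusted p = 0.0283; 0.109, 0.081 and 0.134 without normally-fed replicates 1, 2 and 3).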

How the results depend on the processing

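The correlation on log2(FPKM + 1) was added after seeing the data, and every other alternative was set earlier. Among the 43 named genes no call reversed under any alternative in which they were compared. With at least 10 counts in every library only 37 of them were compared. Values that did not pass changed sign under some alternatives, as FADS1 did (0.05, and -0.24 to 0.48 without single birds). The ribosomal protein list, which did not pass, passed higher without high-intake-fed replicate 3 (0.00208) and lower without 3 other birds. The 190 mRNAs past edgeR's adjusted p became 988 with DESeq2, 795 with edgeR's exact test, 335 without a filter, 61 with the replicate block (57 shared) and 30 to 511 when birds were left out one at a time, with 61.1% higher among the 511 (without high-intake-fed replicate 3) against 43.7% among the 190, and 31.8%, 33.3% and 33.3% without normally-fed replicates 1, 2 and 3. At fold 2 and unadjusted p the 1238 became 139 at the thresholds of the Fig. 3 legend, where an adjusted p under 0.05 and an absolute log2 fold change over 1.5 replace both thresholds (190 with adjusted p and fold 2), and stayed within 1.5 times under each other alternative. Of the paper's 12 genes 0 passed, against 8 with DESeq2, 2 without a filter, 1 with at least 10 counts in every library and 0 to 5 without single birds. Of 31 gene lists 14 passed camera, against 0 with an estimated correlation, 11 to 18 without single birds and 16 with the replicate block. The latter counts include lists outside the 14, such as ribosomal proteins without high-intake-fed replicate 1 (0.00199) and the tricarboxylic acid cycle with the block (0.0392). The 6 Gene Ontology terms became 0 with mRNAs past adjusted p as the input and 2 to 13 without single birds. Mean r within the high-intake-fed group moved from 0.965 to 0.938 with filtered mRNAs, 0.957 with Spearman and 0.9499 with log2(FPKM + 1). Within the normally-fed group it moved from 0.983 to 0.970 with log10(CPM + 0.1), 0.971, 0.968 and 0.972 with those 3. Between groups it moved from 0.960 to 0.956, 0.928, 0.953 and 0.943. Detected mRNAs were 12184 at 1 CPM in 3 libraries against 18766. The cause was not tested, apart from the thresholds and the birds left out. High-intake-fed and normally-fed libraries of the same number were not closer to each other (r of -0.113, 0.0206 and -0.145 after group means were taken out), and 0 of 3 high-intake-fed libraries were closest to their own number. Of 43 named genes, 31 passed in the main comparison, 10 of these did not pass with the replicate block (AACS, ALDH1A1, DGAT2-type, gliomedin, HSPA5, LPIN1, LPIN2, LY86, RING finger protein 127 and the sodium/chloride transporter), 0 to 2 with the other scalings, tools and filters (AACS with limma, and the sodium/chloride transporter and FIBRINOGEN/TENASCIN/ANGIOPOEITIN with library size only and without the 20 most abundant mRNAs), and 2 to 20 without single birds, while DESeq2 and the exact test each added 8, leaving out high-intake-fed replicate 3 added 5, no filter 2 and at least 10 counts in every library 1. The last of these filters covered 37 of the 43 genes, and genes that it left out are not counted as lost.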

Differences from the paper's values

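The matches of models to the paper's figure by FPKM were chosen after the values were seen. The paper states 716 differential mRNAs, 335 higher and 381 lower, at a fold change over 2 and p under 0.05, and edgeR gave 1238, 550 and 688 at those thresholds. The paper describes a comparison of FPKM and also names edgeR, while counts were used here. The measures may thus differ, and no calls were made from the deposited FPKM. Of the alternatives set before the data were examined, limma (903, 386 and 517) and at least 10 counts in every library (1037, 469 and 568) came within 1.5 times of all 3 values. Leaving out normally-fed replicate 2 did so for the total (1067) and for the lower mRNAs (546), and the replicate block for the higher ones (453). Every other alternative differed.

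Fig. 2D is captioned as covering mRNA, lncRNA and circRNA profiles, while only mRNAs were used here. Mean r was 0.983 within the normally-fed group, 0.965 within the high-intake-fed group and 0.960 between groups, against about 0.88, about 0.78 and about 0.62 in Fig. 2D, read by eye. The 3 alternatives set before the data were examined (log10(CPM + 0.1), filtered mRNAs and Spearman) also differed, and so did log2(FPKM + 1), chosen after seeing the values.

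FPKM by group differed for some models taken by name. FADS1 had 39.5 in high-intake-fed and 39.6 in normally-fed geese, against about 1500 and about 300 in Fig. 6A, read by eye. M2 had 1.34 and 0.901 against about 400 and about 35 in Fig. 6A. ME had 38.0 in normally-fed geese against about 10 in Fig. 6A. Serpin2 had 688.1 and 1253 against about 280 and about 700 in Fig. 6C. No alternative was set for these FPKM. Models with FPKM near the figure's, chosen after seeing the values, were the SCD-type stearoyl-CoA desaturase on scaffold 8 for FADS1 (1508 and 312.2), the malic enzyme model on scaffold 3 for M2 (407.5 and 38.0), its neighbour for ME (518.7 and 13.3) and SERPIND1 for Serpin2 (293.8 and 720.3).

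The paper bases the directions of the Fig. 6 genes on FPKM and on qRT-PCR, and the latter was not analysed here. It gives PKS as lower in high-intake-fed geese by both. By counts the model was higher, with a log2 fold change of 2.04 (adjusted p = 0.132 from edgeR), and by deposited FPKM lower (683.6 against 1218). The lower FPKM rests on 2 values of 0, listed for the 2 birds with the most counts. FADS1, which the paper gives as higher, had a log2 fold change of 0.05 in the model taken by name, while the model whose FPKM is near that of Fig. 6A, chosen after seeing the values, is a stearoyl-CoA desaturase (SCD-type, scaffold 8) with 2.12. The directions of the 4 models so chosen follow from the choice and are no test of the paper's. The paper gives the 11 genes of Fig. 6 as differential. Of the models taken by name for its 12 named genes, 0 passed edgeR's adjusted p, 8 passed an unadjusted p under 0.05 (6 higher, PKS among them, and 2 lower), and 8 passed with DESeq2, 8 with edgeR's exact test, 5 without high-intake-fed replicate 3, 2 without a filter and 1 with at least 10 counts in every library. The paper's methods take terms at an unadjusted p under 0.05, while the colour scale of Fig. 4 is labelled as an adjusted p. Of the 8 terms shown there 7 passed at the unadjusted p, transcription factor activity, extracellular space and the collagen-containing matrix among them (0.0148, 0.0074 and 0.0148), and the cytoskeleton did not (0.0764), though it did without high-intake-fed replicates 1 and 3 (0.0457 and 0.0377) and normally-fed replicates 1 and 2 (0.0256 and 0.0271). At an adjusted p under 0.05 these 4 did not pass (0.236, 0.201, 0.236 and 0.56). By adjusted p, extracellular space passed with DESeq2's calls (0.0337) and without high-intake-fed replicates 1, 2 and 3 (0.0278, 0.00539 and 0.0429) and normally-fed replicate 1 (0.00318), and the matrix term without normally-fed replicate 1 (0.0134). The number that the paper prints beside the oxidation-reduction process is that of the extracellular region. Both terms passed here, the first, taken by its name, with 63 mRNAs (adjusted p = 0.00351) and the second with 30 (adjusted p = 0.000896).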

Other observations

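The tests of count totals between groups, of scaffold medians and of the PKS model, and the interval for scaffold 4, were chosen after the results were seen. By camera at its preset correlation, mRNAs of the extracellular matrix and of cell division were lower as groups in high-intake-fed livers (n = 3 per group), and neither passed with an estimated correlation (both adjusted p = 0.271). Of 16 tested mRNAs of extracellular matrix and fibrosis 0 passed edgeR's adjusted p, 9 were lower at an unadjusted p under 0.05 and 9 adjusted over the list alone, with a median log2 fold change of -0.87 (camera adjusted p = 0.000136). Fibrillin (FBN1-type), of microfibrils, gave -1.50 (adjusted p = 0.0807) and periostin (POSTN) -1.25 (adjusted p = 0.12). Markers of stellate cells and fibroblasts, which make matrix, had a median of -0.73 with 6 of 7 below 0 (camera adjusted p = 0.0658), and fewer such cells were not separated from lower matrix mRNAs per cell. Of 16 cell cycle mRNAs 0 passed, 8 were lower at an unadjusted p under 0.05 and 7 adjusted over the list alone, with a median of -0.82 (camera adjusted p = 6.86e-05). The replication helicase MCM5 gave -1.22 (adjusted p = 0.111) and the spindle motor KIF11 -1.54 (adjusted p = 0.123). Left out in the order high-intake-fed replicates 1, 2 and 3 and normally-fed replicates 1, 2 and 3, the numbers lower adjusted over the list alone were 0, 10, 0, 8, 3 and 0 for the matrix and 3, 3, 0, 0, 0 and 0 for the cell cycle.

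Of 10 bile acid mRNAs 1 fell (CYP7A1), 0 rose and 2 were lower adjusted over the list alone, with a median of -0.89 (camera adjusted p = 0.0698; 0.0392 with the replicate block, 0.0329 without high-intake-fed replicate 2 and 0.0498 without normally-fed replicate 1). Of 11 mRNAs of lipoprotein assembly and export 1 fell (LPL), 0 rose, and 3 were higher and 2 lower adjusted over the list alone, with TM6SF2, which lipidates lipoproteins, at 1.89 (adjusted p = 0.1), a median of 0.27, a mean of -0.15 and a camera adjusted p of 0.91. Of 38 mRNAs of amino acid catabolism and purine synthesis 0 passed, and 3 were higher and 1 lower adjusted over the list alone, with the alanine aminotransferase GPT2 at 2.45 (adjusted p = 0.0859), the purine enzyme GART at -1.72 (adjusted p = 0.0962), a median of 0.15 and a camera adjusted p of 0.535. At an unadjusted p under 0.05 edgeR placed 6 of these higher and 4 lower. Of 50 ribosomal protein mRNAs 0 passed, at either p or adjusted over the list alone, with a median of -0.12 (camera adjusted p = 0.141). This list passed lower without high-intake-fed replicates 1 and 2 and normally-fed replicate 1 (0.00199, 0.00305 and 0.0141) and passed higher without high-intake-fed replicate 3 (0.00208), so its direction hung on single birds. Left out 1 at a time, birds moved the medians of these lists that camera did not call, to -0.56 for bile acids without high-intake-fed replicate 2, to -0.08 and 0.15 for lipoproteins without high-intake-fed replicate 1 and normally-fed replicate 1, to 0.02, 0.23 and 0.10 for amino acids and purines without high-intake-fed replicates 1 and 3 and normally-fed replicate 2, and to between -0.29 and 0.21 for ribosomal proteins (without high-intake-fed replicates 2 and 3). CYP7A1 did not pass without high-intake-fed replicate 1 (0.0749) and normally-fed replicates 1 and 2 (0.0757 and 0.0596). Without high-intake-fed replicate 3, 4 amino acid and purine mRNAs and 2 lipoprotein mRNAs rose and 2 bile acid mRNAs fell, and without high-intake-fed replicate 2, 2 lipoprotein mRNAs fell. Across the same order of birds, high-intake-fed first, the counts adjusted over the list alone were 1, 3, 3, 1, 1 and 2 lower for bile acids, 1, 2, 3, 1, 0 and 0 higher and 1, 3, 2, 1, 1 and 1 lower for lipoproteins, and 1, 5, 5, 0, 0 and 0 higher and 0, 4, 0, 0, 0 and 0 lower for amino acids and purines.

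Of 9 macrophage and Kupffer cell markers 1 fell, LY86, a partner of an innate receptor, from 14.2 ± 6.45 to 2.89 ± 0.622 CPM (log2 fold change -2.29, standard error 0.38, adjusted p = 0.0333 from edgeR), 0 rose and 1 was lower adjusted over the list alone, with a median of -0.16 (camera adjusted p = 0.282; 0.0329 without high-intake-fed replicate 2). Its call was lost without high-intake-fed replicates 1 and 2 (0.0833 and 0.0576) and normally-fed replicates 1, 2 and 3 (0.101, 0.0887 and 0.0885). Hepatocyte markers (9 tested, 0 passed, 0 adjusted over the list alone, 1 higher and 1 lower at an unadjusted p under 0.05) had a median of -0.09 (camera adjusted p = 0.91), and 2 were lower adjusted over the list alone without high-intake-fed replicate 1. Stellate cell and fibroblast markers (7 tested, 0 passed, 0 adjusted over the list alone, 3 lower at an unadjusted p under 0.05) had a median of -0.73 (camera adjusted p = 0.0658; 0.0172 with all models of a symbol and 0.032 without high-intake-fed replicate 3; 2 lower adjusted over the list alone without high-intake-fed replicate 2). Endothelial markers (6 tested, 0 passed, 2 lower adjusted over the list alone) had a median of -0.13 (camera adjusted p = 0.205), and their 2 became 1 without high-intake-fed replicate 1 and 0 without high-intake-fed replicate 3 and normally-fed replicates 1 and 2. Without single birds the medians lay between -0.08 and 0.19 for hepatocytes (without normally-fed replicate 1 and high-intake-fed replicate 3), -0.41 and -0.03 for macrophages (without high-intake-fed replicates 2 and 1) and -0.64 and 0.01 for endothelium (without high-intake-fed replicate 3 and normally-fed replicate 2). Lists under 5 tested markers were not tested as groups. Of these, 0 passed for B and plasma cells (2 markers, median -1.14, 1 lower adjusted over the list alone), T and NK cells (3, -0.91, 1 lower), heterophils (2, -1.31, 1 lower), cholangiocytes (4, -0.16, 0), skeletal and smooth muscle (4, 0.02, 0), the sex chromosome (1, HINT1-type, 0.60, 0), the yolk and oestrogen response (3, -0.55, 0) and pancreas and gut (1, CLPS, 1.71, 1 higher), and for the adipocyte list (3 markers, median 0.41, mean -1.21) 1 fell, LPL, and 1 was higher and 1 lower adjusted over the list alone. At an unadjusted p under 0.05 edgeR placed 1 lower for B and plasma cells, for T and NK cells and for heterophils, and 1 higher for muscle. It placed 1 higher for pancreas and gut (CLPS), and 1 higher and 1 lower for adipocytes. For CLPS and HINT1-type, each alone in its list, p adjusted over the list alone is the unadjusted p. Adjusted over the list alone, the 1 of B and plasma cells stayed only without high-intake-fed replicate 2, where it also fell. That of T and NK cells became 0 without high-intake-fed replicate 1 and normally-fed replicates 2 and 3, and 3 without high-intake-fed replicate 3. That of heterophils became 0 without any single high-intake-fed bird or normally-fed replicate 1, and 2 without normally-fed replicate 2. CLPS stayed only without high-intake-fed replicates 2 and 3. Without high-intake-fed replicate 3, 1 muscle mRNA and 1 adipocyte mRNA rose, and HINT1-type was higher adjusted over the list alone. The medians became -0.76 for B and plasma cells and 0.50 for CLPS without high-intake-fed replicate 1, -0.60 for T and NK cells without high-intake-fed replicate 2, -0.47 for heterophils without normally-fed replicate 1 and -0.36 for the yolk list without high-intake-fed replicate 3. HINT1-type became 0.32 and 0.93 without high-intake-fed replicates 1 and 3, the cholangiocyte median -0.42, 0.03 and -0.32 without high-intake-fed replicate 2 and normally-fed replicates 2 and 3, and that of muscle lay between -0.39 and 0.35 (without high-intake-fed replicates 2 and 1). The adipocyte median became -0.15 and 0.69 without high-intake-fed replicates 2 and 3 and 0.67, 0.68 and 0.05 without normally-fed replicates 1, 2 and 3.

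Among Gene Ontology terms not named by the paper, the immune response (18 of 66 mRNAs past fold 2 and unadjusted p, all lower, 6.39 by chance, adjusted p = 0.00457) and insulin-like growth factor binding (6 of 12, 1 higher and 5 lower, 1.16 by chance, adjusted p = 0.0284) passed. Of the immune response 3 fell, namely LY86, a small inducible cytokine A on scaffold 4 and a model with a Toll/interleukin receptor domain, and of growth factor binding 2 fell. Its adjusted p was 0.0959 without high-intake-fed replicate 1, 0.368 without normally-fed replicate 3 and 1 with mRNAs past adjusted p as the input. That of growth factor binding was 0.14 without high-intake-fed replicate 1, 0.0835 and 0.238 without normally-fed replicates 2 and 3, and 0.364 with that input.

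High-intake-fed libraries lay further apart from one another than normally-fed ones, with a gap in mean r of 0.0178. With every library thinned to the lowest total the gap was 1.00 times as large, and without the 20 most abundant mRNAs 0.919 times. Over the mRNAs that pass the filter the gap was 0.0325, and without the median of each scaffold 0.953 times that. Totals differed little between libraries (14154910 to 16993373 counts), and 20 of 18766 mRNAs carry little weight in r. The values for depth and abundant mRNAs could therefore hardly have come out otherwise, and no conclusion is drawn from them. The scaffold medians taken out were small for most mRNAs. Their span between high-intake-fed birds was 0.0272 on scaffold 1 (1664 tested mRNAs) and 0.526 on scaffold 33 (190). Taking them out could hardly change the gap much, so no conclusion is drawn from that value either. The span of scaffold 4 mRNAs, which would part the sexes if it is the sex chromosome, was 0.146 among the high-intake-fed birds (95% bootstrap interval 0.0609 to 0.227), and birds of both sexes cannot be told apart from birds of a single sex by it. Individual responses to feeding, which the design does not separate, may also spread the birds and stay untested.

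Rises and falls in the high-intake-fed group were set against coding length and depth. Spearman's rho between log2 fold change and coding length was -0.0545 over the tested mRNAs, which argues against a shared trend with length. Length effects that differ between birds were not tested. The mean count totals of the groups differed by a ratio of 1.02, so depth hardly differed between them. That comparison was set once the totals were known, and no more is drawn from it. GC content stays open as a technical explanation. The paper's table of reads gives 45.7 to 46.6% for normally-fed and 46.7 to 48.0% for high-intake-fed libraries, the medians of scaffolds differed between groups by -0.0882 (scaffold 5) to 0.199 (scaffold 30), and the GC content of single mRNAs was not analysed here. The paper kept each group in its own isolator and force-fed only the high-intake-fed birds, with boiled rice in the diet. Housing, handling and diet therefore cannot be told apart here from the amount eaten. The feeding stays open as the biological explanation, as do the meals before sacrifice, which were not tested, and cell make-up. On the latter, camera placed erythrocyte and thrombocyte markers higher (adjusted p = 0.00173, 0.403 with an estimated correlation), and hepatocyte, stellate and macrophage markers did not pass (0.91, 0.0658 and 0.282).

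The PKS model was lower by FPKM and higher by counts, and Spearman's rho between its FPKM and counts over the 6 libraries was -0.406. Of 136 values from 50000 to 852361 counts 0 were listed at FPKM 0, while all 8 values above 852361, of ALB and of this model, were. FPKM was thus listed at 0 wherever the count was above 852361, which places the 2 high-intake-fed birds with the most counts at 0. An FPKM of 0 is at odds with counts of that size, so these zeros are not levels of the mRNA. Why they were so listed was not tested. The lower mean FPKM rests on these 2 zeros, since high-intake-fed replicate 3 was listed at 2051, above each normally-fed bird (949.0 to 1664). No biological explanation was tested.

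Splitting the 6 birds into 3 and 3 in each of the 10 ways gave too few splits to exclude chance. The real split gave 1238 mRNAs at fold 2 and unadjusted p (highest other 522), 190 at adjusted p (0), 14 gene lists (10) and 6 terms (2), and for each of these 1 split was as large, the real one. Each of the other splits, which mix the groups, also gave 5 to 10 gene lists by camera at its preset correlation. A list's adjusted p from camera therefore does not by itself set feeding apart from differences between single birds. For the paper's 12 genes the real split gave 0 (0), and 10 were as large.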
